# Exposure to Frontline Antiretroviral Dolutegravir Disrupts Oligodendrocyte Development Across Differentiation Stages

**DOI:** 10.1080/17590914.2026.2647877

**Published:** 2026-03-29

**Authors:** Marisa A. Jeffries, Raj Putatunda, Melanie Cruz-Berríos, Micah A. Romer, Anushka Singhal, Kelly L. Jordan-Sciutto, Judith B. Grinspan

**Keywords:** Atf4, dolutegravir, integrated stress response, oligodendrocyte, Trib3

## Abstract

The use of antiretroviral (ART) treatment during pregnancy has dramatically reduced rates of perinatally-acquired human immunodeficiency virus 1 (HIV-1) infection to <1% in the United States. Despite this success, we have limited knowledge of how ART drugs that cross the placental barrier affect fetal development, particularly in the central nervous system (CNS). During gestation, large populations of oligodendroglia are produced that are responsible for critical postnatal CNS myelination enabling appropriate neurological function. Previous studies have shown that antiretrovirals impair oligodendrocyte (OL) differentiation leading us to hypothesize that OL maturation might be inhibited by exposure to a frontline ART drug cocktail (Triumeq®) prescribed during pregnancy containing dolutegravir (DTG), abacavir (ABC), and lamivudine (3TC). In this study, we demonstrated that exposing primary rat oligodendrocyte precursor cells (OPCs) and OLs to the Triumeq drug combination decreased OL maturation and myelin protein production in a concentration-dependent manner, and that DTG was solely responsible. Regardless of the timing of exposure during OL development, a high concentration of DTG inhibited OL maturation. Bulk RNA sequencing revealed transcriptional changes after DTG exposure related to a variety of cellular mechanisms, including cellular responses to stress pathways, amino acid starvation, and mitochondrial dysfunction. Although we found that DTG robustly activated the integrated stress response (ISR), attempted rescue experiments showed that DTG primarily inhibits OL maturation independently of the ISR. Collectively, our novel data on DTG underscore the necessity of investigating how ART drugs that are administered during pregnancy and cross the placental barrier can affect fetal CNS development.

## Introduction

Despite significant advances in medical treatment, human immunodeficiency virus 1 (HIV-1) infection continues to be a global healthcare burden. Approximately 40 million people worldwide are living with HIV-1 infection, with nearly 15% of infected individuals in the United States unaware of their medical condition. Of these 40 million people, the World Health Organization estimates 1.3 million women living with HIV become pregnant each year. Without intervention, 15-45% of these pregnancies result in vertical transmission of HIV-1 to the baby (Barral et al., 2014). However, the use of antiretroviral therapy (ART) during pregnancy has drastically reduced the rate of perinatal transmission to <1% in the United States (Lampe et al., 2023). Given the importance of ART in preventing vertical transmission and their ability to cross the placental barrier, data on the safety and efficacy of ART drugs on the developing CNS are needed. Current guidelines recommend the use of dolutegravir (DTG)-based regimens as preferred ART treatments during pregnancy, with few available alternatives having been rigorously tested for safety and efficacy. Previously, DTG came under intense international scrutiny after an observational study in Botswana demonstrated an eightfold increased risk for neural tube defects (NTDs) (Zash et al., 2018) in live births after perinatal exposure to DTG-based ART regimens. In contrast, other observational studies in Brazil (Pereira et al., 2021) and the United States (Reefhuis et al., 2020) did not demonstrate a correlation between DTG use at the time of pregnancy and NTDs. The unresolved concerns surrounding the safety of DTG exposure during central nervous system (CNS) development highlight the urgent need for additional research into the safety and efficacy of antiretroviral drugs taken during pregnancy.

Outside of pregnancy, what do we know about the impact of ART drugs on CNS function in people with HIV-1 (PWH)? ART treatment has reduced viral loads and increased life expectancies in PWH; however a subset of individuals present with a spectrum of cognitive and psychiatric abnormalities that affect 30-50% of PWH, termed HIV-1 associated neurocognitive disorders (HAND) (Heaton et al., 2010). HAND includes clinical classifications ranging from asymptomatic neurocognitive impairment (ANI), mild neurocognitive disorders (MND), to HIV-1 associated dementia (HAD). While ART has significantly decreased the prevalence of HAD, the incidence of ANI and MND has increased and overall HAND incidence in the pre- and post-ART eras are comparable (Heaton et al., 2010). Why does HAND persist despite effective viral suppression by ART? Unfortunately, growing evidence suggests that ART drugs themselves may contribute to CNS dysfunction (Lanman et al., 2021). Several *in vitro* studies have demonstrated that neurons are targets of antiretroviral neurotoxicity through mechanisms such as integrated stress response (ISR) activation and oxidative/organellar stress (Akay et al., 2014; Stern et al., 2018). Additionally, our research group has implicated ART drugs from the integrase inhibitor (INSTI) and protease inhibitor (PI) classes in disrupting oligodendrocyte (OL) maturation *in vitro* and *in vivo* through ISR activation (Roth et al., 2021), lysosomal de-acidification (Festa et al., 2021; 2023), and oxidative stress (Jensen et al., 2015). These specialized glial cells called OLs are generated by oligodendrocyte precursor cells (OPCs) and are responsible for producing and maintaining myelin in white matter throughout the CNS. Myelin, once thought to solely enable saltatory conduction of action potentials, is now understood to critically fine-tune CNS function, promote neural plasticity, and provide essential trophic and metabolic support to axons (Fünfschilling et al., 2012; Hirrlinger & Nave, 2014; Xin & Chan, 2020). Therefore, these data are particularly relevant as studies suggest white matter abnormalities are sustained in the CNS of PWH even with viral suppression by ART (Ackermann et al., 2014; Jankiewicz et al., 2017; Kelly et al., 2014; Tate et al., 2011).

Before the introduction of ART, white matter damage in PWH was quite robust, consisting of myelin pallor, extensive gliosis, and leukoencephalopathies (Everall et al., 2005; Gray et al., 1996). Even with ART adherence, studies have demonstrated that myelin and white matter disruptions persist in both adult (Gongvatana et al., 2011; Hoare et al., 2010) and pediatric (Ackermann et al., 2020; Graham et al., 2020; van Genderen et al., 2020) populations of PWH, with pathology severity directly correlating with both duration of ART treatment and neurocognitive status (Alakkas et al., 2019; Jernigan et al., 2011). Additionally, transcriptomic studies examining the frontal cortices of virally suppressed PWH with HAND showed dramatic decreases in specific RNA transcripts that encode proteins necessary for OL maturation and myelin maintenance and form a transcriptomic signature for HAND, such as myelin basic protein (*Mbp*), myelin-associated oligodendrocyte basic protein (*Mobp*), myelin transcription factor 1 (*Myt1*), myelin oligodendrocyte glycoprotein (*Mog*), and myelin associated glycoprotein (*Mag*) (Borjabad et al., 2010; Solomon et al., 2020), emphasizing a need to understand the impact of ART drugs on myelin development and homeostasis.

In this study, we focused on an ART drug cocktail, Triumeq, that is a frontline regimen for pregnant women with HIV-1 in the United States, Canada, and the European Union: an INSTI, DTG, and two nucleoside reverse transcriptase inhibitors (NRTIs), abacavir (ABC) and lamivudine (3TC). While the clinical evidence linking prenatal DTG exposure to NTDs is inconclusive, it is essential to elucidate any deleterious effects DTG-based regimens may have on the developing CNS, especially since current medical recommendations promote the use of DTG regimens during all stages of gestation. Given that ART-adherent pediatric PWH exhibit white matter alterations (Ackermann et al., 2020; Graham et al., 2020; van Genderen et al., 2020), we hypothesized that exposure to this ART cocktail affects the ability of OPCs to effectively differentiate into mature OLs. To address our hypothesis, we utilized primary OPC cultures from postnatal day 0–4 (P0–4) rat pups, a developmental stage equivalent to the third trimester in human gestation when OPCs are rapidly beginning to differentiate into mature OLs (Clancy et al., 2007; van Tilborg et al., 2018; Zeiss, 2021). Our data using primary OPC cultures reveal that exposure of oligodendroglia to DTG, but not ABC or 3TC, strongly inhibited OL differentiation *in vitro* in a dose-dependent manner. Regardless of whether exposure occurred during OPC proliferation or OL differentiation, a high concentration of DTG impaired OL maturation *in vitro*. We also determined that DTG exposure results in transcriptional changes in OLs related to cellular mechanisms such as stress responses and mitochondrial dysfunction. Our study is highly pertinent as all three ART drugs in this cocktail readily diffuse across the placental barrier from the umbilical cord at levels similar to plasma concentrations (Benaboud et al., 2012; Chappuy et al., 2004; Mulligan et al., 2018; Waitt et al., 2019), and could therefore impact the generation of OPC and OL populations in the developing fetal brain and their ability to form functional white matter.

## Methods

### Primary Rat OPCs

All experimental procedures involving live rats were approved by and performed in accordance with guidelines laid out by the Children’s Hospital of Philadelphia Institutional Animal Care and Use Committee. The isolation and culturing of primary rat OPCs was performed according to previously established protocols (Festa et al., 2021; Roth et al., 2021; Roth et al., 2021). Cerebral cortices were dissected out of P0-P4 Sprague Dawley rat pups, then mechanically dissociated before incubation in 0.25% trypsin (ThermoFisher Scientific, 15090046). Following filtration through a 100 μm mesh strainer, the cell pellet was resuspended in neurobasal medium (ThermoFisher Scientific, 21103049) containing B-27 supplement (ThermoFisher Scientific, 17504044), Pen/Strep (Corning, MT30-002-CI), and L-Glutamine (Corning, MT25-005-CI), and plated onto poly-D-lysine (Sigma, P6407) coated T-75 flasks. The neurobasal/B-27 medium was changed after 24 hours to OPC growth medium (Neurobasal/B-27 medium supplemented with bovine fibroblast growth factor (bFGF; 10 ng/mL; R&D Systems, 133-FB-025), recombinant human platelet-derived growth factor (PDGF-AA; 2 ng/mL; R&D Systems, 221AA025), and neurotrophin 3 (NT3; 1 ng/mL; ThermoFisher Scientific, 450-03-10UG) (Festa et al., 2021; Roth et al., 2021; Roth et al., 2021)). Once the mixed glial cell culture reached 90% confluency, a shake-off protocol was performed to increase the purity of the OPC cultures by up to 95% (McCarthy & de Vellis, 1980). T-75 flasks were incubated at 37 °C for 1 hour on an orbital shaker set to 250 RPM to detach microglia followed by an overnight incubation at the same settings. Medium containing the detached OPCs was filtered through a 20 μm mesh strainer, and then centrifuged for 5 minutes at 1500 RPM at 4 °C. The cell pellet was resuspended in Neurobasal/B-27 medium and plated onto a bacteriological petri dish then incubated at 37 °C/5% CO_2_ for 15 minutes. Medium was collected and centrifuged for 5 minutes at 1500 RPM at 4 °C, the cell pellet was resuspended in OPC growth medium and plated onto poly-D-lysine-coated culture plasticware.

### *In Vitro* Differentiation of OPCs and Antiretroviral Drug Treatments

Purified rat OPCs were cultured to 70-90% confluency on 12 mm coverslips in 24-well plates for immunocytochemistry (ICC) or 10 cm tissue culture dishes for Western blotting protein collection. Once adequate OPC cell confluency was reached, OPCs were differentiated into mature OLs for 72 hours by switching from OPC proliferation medium to OPC differentiation medium consisting of DMEM/F12, Penicillin/Streptomycin, 2 mM L-glutamine, 50 μg/mL transferrin, 5 μg/mL putrescine, 3 ng/mL progesterone, 2.6 ng/mL selenium, 12.5 μg/mL insulin, 0.5 μg/mL thyroxine, 0.3% glucose, and 10 ng/mL biotin (Festa et al., 2021; Jensen et al., 2015; Roth et al., 2021; Roth et al., 2021). In this study, OPCs were treated with the antiretroviral drugs DTG (Toronto Research Chemicals, D528800 and MedChemExpress, HY-13238), ABC (MedChemExpress, HY-17423), 3TC (MedChemExpress, HY-B0250), or a combination of all 3 drugs (identified as cART). The specific doses tested in this study are delineated in Table 1 and were chosen to cover a range surrounding human plasma C_max_ of each drug (Cottrell et al., 2013; Else et al., 2012; Wang et al., 1999). Human plasma C_max_ represents the peak concentration of the drug in the periphery, and may not accurately reflect concentrations within the CNS. However, while cerebrospinal fluid (CSF) levels of ART drugs are reportedly lower than those observed in serum, ART drug levels in brain tissues have been shown to be higher than in CSF (Ferrara et al., 2020; Srinivas et al., 2019), and some ART drugs accumulate in white matter regions where OPCs and OLs are present at high densities (Ferrara et al., 2020). Additionally, all three drugs (DTG, ABC, 3TC) cross the placenta at levels nearly equal to C_max_ (Best et al., 2006; Chappuy et al., 2004; Moodley et al., 1998; Mulligan et al., 2018; Waitt et al., 2019), although the efficiency of drug transfer across the developing blood brain barrier (BBB) in the fetus is not known. With this in mind, we chose to investigate doses at 10% of C_max_ at the lower end as well as 300% of C_max_ at the higher end. Multistage ART drug treatment during both OPC proliferation and OL maturation was performed to closely mimic gestational expansion of OPCs and early OL differentiation. We also treated cultures only during either proliferation or differentiation to elucidate stage-specific effects of DTG exposure. For all cell culture experiments, 10 µM elvitegravir was used as a validation control for impaired OL differentiation and all replicates showed appropriate response to this drug as observed in Roth et al. (2021). Thapsigargin treatment (500 nM for 2 hours) was used as a positive control for integrated stress response activation experiments and worked to robustly increase phosphorylated eIF2α protein levels (data not shown).

**Table 1.** Antiretroviral drug doses tested in this study, corresponding to the plasma C_max_ levels that were reported in the literature.

Antiretroviral compound	Low dose (10% of C_max_)	Middle dose (C_max_)	High dose (300% C_max_)	C_max_ reference
Dolutegravir (DTG) – INSTI	800nM	8μM	24μM	(Cottrell et al., 2013)
Abacavir (ABC) – NRTI	150nM	1.5 μM	4.5 μM	(Wang et al., 1999)
Lamivudine (3TC) – NRTI	600nM	6μM	18μM	(Else et al., 2012)

### Immunocytochemistry

Primary antibodies mouse anti-A2B5 (1:2 in DMEM/F12, IgM hybridoma supernatant (Eisenbarth et al., 1979)), mouse anti-O4 (1:2 in DMEM/F12, IgM hybridoma supernatant (Sommer & Schachner, 1981)), mouse anti-GalC (1:5 in DMEM/F12, IgG_3_ hybridoma supernatant (Raff et al., 1978)) and rat anti-PLP (1:2 in 1x PBS, IgG hybridoma supernatant AA3, a gift from Alex Gow at Wayne State University (Roth et al., 2021)) were prepared in-house and diluted as indicated. Their corresponding host-specific fluorescently-tagged secondary antibodies Alexa-Fluor 647 conjugated goat anti-mouse IgM (1:200, Jackson ImmunoResearch, 115-605-075, RRID: AB_2338911), Rhodamine (TRITC) conjugated goat anti-mouse IgM (1:200, Jackson ImmunoResearch, 115-025-075, RRID: AB_2338487), Alexa-Fluor 488 conjugated goat anti-mouse IgG_3_ (1:1000, Southern Biotech, 1100-30, RRID: AB_2794582), Rhodamine-conjugated goat anti-rat IgG (1:200, Jackson ImmunoResearch, 112-025-062, RRID: AB_2338116), and FITC conjugated goat anti-mouse IgG (1:200, Jackson ImmunoResearch, 115-095-003, RRID: AB_2338589) were diluted similarly. Cell culture coverslips were incubated at room temperature for 30 minutes with cell surface primary antibodies for mouse anti-A2B5 for OPCs, mouse anti-O4 for early OLs, or mouse anti-GalC for mature OLs followed by a 30 minute incubation with secondaries: Alexa-Fluor 647 conjugated goat anti-mouse IgM, Alexa-Fluor Cy3 conjugated goat anti-mouse IgM, FITC conjugated goat anti-mouse IgG, or Alexa-Fluor 488 conjugated goat anti-mouse IgG_3_. After fixation in ice-cold 100% methanol for 7–10 minutes some coverslips were incubated at room temperature for 30 minutes with rat anti-PLP followed by a 30 minute incubation in Rhodamine-conjugated goat anti-rat IgG. Cells were stained with DAPI (1:10000 in 1X PBS, Fisher Scientific, D1306) for 5 minutes then coverslips were mounted onto glass slides with Prolong Gold Antifade Mounting Reagent (ThermoFisher Scientific, P36930, RRID:SCR_015961). For ATF4 immunostaining, our previously published protocol was used (Roth et al., 2021). Briefly, cells were fixed in ice cold 4% paraformaldehyde for 10 minutes then permeabilized for 30 minutes in 0.1% Triton X-100 in 1x PBS, then blocked at room temperature for 30 minutes in 10% normal goat serum in 1x PBS. Coverslips were incubated at 4 °C overnight with rabbit anti-ATF4 antibody (1:100 in 1x PBS with 5% normal goat serum, Proteintech, 10835-1-AP, RRID: AB_2058600) overnight at 4 °C. The next day, the cells were washed and incubated with Rhodamine Red-conjugated goat anti-rabbit secondary antibody (1:200 in 5% normal goat serum/1x PBS, Jackson ImmunoResearch, 111-295-003, RRID: AB_2338022) for 30 minutes at room temperature. Coverslips were incubated in DAPI, and mounted onto glass microscope slides as described above. All coverslips were imaged at 40x or 100x magnifications using Keyence BZ-X-700 or BZ-X-800 digital fluorescent microscopes (Keyence, RRID: SCR_016979, RRID: SCR_023617) or DMi8 Leica inverted confocal microscope (Leica Microsystems).

### TUNEL Assay

To assess for late-stage apoptotic cell death, we used a modified TUNEL staining protocol. First, differentiated OLs were fixed with 4% paraformaldehyde for 15 minutes, then permeabilized with 0.1% Triton X-100 and 0.5% BSA in 1X PBS for 30 minutes. Positive control coverslips were generated by incubating in DN buffer (30 mM Trizma base pH 7.2, 140 mM sodium cacodylate, 4 mM magnesium chloride, and 0.1 mM dithiothreitol) for 2 minutes, followed by a 10-minute incubation with DNAse (1:200 in DN buffer). Coverslips were incubated with TdT buffer (30 mM Trizma base pH 7.2, 140 mM sodium cacodylate, and 1 mM cobalt chloride) for 2 minutes, followed by a 1 hour incubation at 37 °C with TdT (Roche, 3333566001) and biotin-UTP (Roche, 11093070910) (6 μL of each dissolved in 1 mL of TdT buffer). After washing, cells were incubated at room temperature for 15 minutes in TB buffer (300 mM sodium chloride and 30 mM sodium citrate) and 30 minutes in 2% bovine serum albumin (BSA) solution, then 30 minutes with Rhodamine-conjugated streptavidin secondary antibody (1:200 in 1x PBS, Jackson ImmunoResearch, 016-290-084, RRID: AB_2337247). After incubation with DAPI (1:10000 in 1x PBS) for 5 minutes, coverslips were mounted onto glass microscope slides and imaged as described above. For experiments examining late-stage apoptosis in OL cultures with extended exposure to DTG, a CoraLite 594 TUNEL Assay Apoptosis Detection Kit (Proteintech, PF00009) was utilized. Briefly, coverslips were fixed in 4% paraformaldehyde for 30 minutes at 4 °C, then permeabilized in 0.2% Triton X-100 for 20 minutes. Positive control coverslips were generated by incubating coverslips in kit-provided 1x DNase buffer for 5 minutes followed by kit-provided 1:100 DNase I (in DNase buffer) for 10 minutes. Coverslips were then incubated with kit-provided TdT enzyme in CoraLite 594 TdT reaction buffer for 60 minutes at 37 °C. After washing, coverslips were incubated 3x for 5 minutes in 0.1% Triton X-100 + 5 mg/mL BSA in 1x PBS, counterstained with DAPI (1:10000 in 1x PBS) for 10 minutes, and mounted onto glass microscope slides.

### Protein Collection and Western Blotting

Whole-cell protein extracts from differentiated OLs were prepared in protein lysis buffer (25 mM Tris-HCl pH 7.4, 10 mM EDTA, 10% SDS, 1% Triton X-100, and 150 mM NaCl) containing cOmplete mini, EDTA-free protease inhibitor cocktail (Roche, 11836170001) and PhosSTOP phosphatase inhibitor (Roche, 4906845001) with sonication then centrifuged at 14000 RPM for 20 minutes at 4 °C. Protein concentrations in the supernatant lysates were determined using the Pierce BCA Protein Assay Kit (ThermoFisher Scientific, 23227). Equal amounts of protein (10 μg for myelin protein blots, 20 μg for phosphorylated eukaryotic initiation factor 2-alpha [p-eIF2α]/total eukaryotic initiation factor 2-alpha [t-eIF2α] protein blots) were electrophoretically resolved on 4-12% Bis-Tris gradient gels for 55 minutes at 180 V, then transferred onto Immobilion-FL PVDF membranes for 1 hour at 30 V. After the transfer, membranes were blocked at room temperature for 30 minutes in either 5% milk in TBST or 5% BSA in TBST. Membranes were then probed with specific primary antibodies overnight at 4 °C. Primary antibodies to the following proteins were utilized: mouse anti-MBP (1:1000, Clone SMI-99, Biolegend, 808401, RRID: AB_2564741), rat anti-PLP (1:1000, rat hybridoma), rabbit anti-phosphorylated-eIF2α (Ser 51) (1:1000, Cell Signaling, 9721, RRID: AB_330951), mouse anti-total-eIF2α (1:1000, Cell Signaling, 2103, RRID: AB_213690), and mouse anti-α-Tubulin (1:20000, Sigma, T5168, RRID: AB_477579). Membranes were incubated at room temperature for 1 hour with corresponding host-specific fluorescently-tagged secondary antibodies (all diluted 1:10000 in TBST with 5% BSA). The following secondary antibodies were utilized: goat anti-mouse IRdye 680RD (LI-COR Biosciences, 925-68,070, RRID: AB_2651128), goat anti-rat IRdye 680RD (LI-COR Biosciences, 926-32,229, RRID: AB_1850020), goat anti-mouse IRdye 800CW (LI-COR Biosciences, 926-32,212, RRID: AB_621847), and goat anti-rabbit IRdye 680RD (LI-COR Biosciences, 926-68,071, RRID: AB_10956166). After secondary antibody incubation, membranes were imaged on an Odyssey 9120 infrared imaging system (LI-COR Biosciences). Densitometric analyses were performed using FIJI (NIH, RRID: SCR_002285).

### RNA Sequencing: Library Preparation with PolyA Selection and Illumina Sequencing

RNA was isolated from cultured OPCs or OLs using the Qiagen RNeasy Mini Kit (Qiagen, 74104) then concentration measured by Nanodrop One Spectrophotometer (Thermo Scientific) before shipment to Azenta Life Sciences for sequencing. At Azenta, total RNA samples were quantified using Qubit 2.0 Fluorometer (Life Technologies) and RNA integrity was checked using Agilent TapeStation 4200 (Agilent Technologies). ERCC RNA Spike-In Mix (ThermoFisher Scientific, 4456740) was added to normalized total RNA prior to library preparation following manufacturer’s protocol. RNA sequencing libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina using manufacturer’s instructions (NEB). Briefly, mRNAs were initially enriched with Oligod(T) beads. Enriched mRNAs were fragmented for 15 minutes at 94 °C. First strand and second strand cDNA were subsequently synthesized. cDNA fragments were end repaired and adenylated at 3′ ends, and universal adapters were ligated to cDNA fragments, followed by index addition and library enrichment by PCR with limited cycles. The sequencing library was validated on the Agilent TapeStation (Agilent Technologies), and quantified by using Qubit 2.0 Fluorometer (Invitrogen) as well as by quantitative PCR (KAPA Biosystems). The sequencing libraries were multiplexed and clustered onto a flowcell on the Illumina NovaSeq instrument according to manufacturer’s instructions. The samples were sequenced using a 2x150bp Paired End (PE) configuration. Image analysis and base calling were conducted by the NovaSeq Control Software (NCS). Raw sequence data (.bcl files) generated from Illumina NovaSeq was converted into fastq files and de-multiplexed using Illumina bcl2fastq 2.20 software. One mis-match was allowed for index sequence identification.

### RNA Sequencing: Data Analysis

After investigating the quality of the raw data, sequence reads were trimmed to remove possible adapter sequences and nucleotides with poor quality. The trimmed reads were mapped to the reference genome available on ENSEMBL using the STAR aligner v.2.5.2b. The STAR aligner is a splice aligner that detects splice junctions and incorporates them to help align the entire read sequences. BAM files were generated as a result of this step. Unique gene hit counts were calculated by using feature Counts from the Subread package v.1.5.2. Only unique reads that fell within exon regions were counted. After extraction of gene hit counts, the gene hit counts table was used for downstream differential expression analysis. Using DESeq2, a comparison of gene expression between the groups of samples was performed. The Wald test was used to generate p-values and Log2 fold changes. Genes with adjusted *p*-values < 0.05 and absolute log2 fold changes > 1 were called as differentially expressed genes for each comparison. A gene ontology analysis was performed on the statistically significant set of genes by implementing the software GeneSCF. The human GO list was used to cluster the set of genes based on their biological process and determine their statistical significance. A PCA analysis was performed using the “plotPCA” function within the DESeq2 R package. The plot shows the samples in a 2D plane spanned by their first two principal components. The top 500 genes, selected by highest row variance, were used to generate the plot.

### qRT-PCR

Purified RNA was isolated from cultured OPCs or OLs using the Qiagen RNeasy Mini Kit (Qiagen, 74104). cDNA was synthesized using the Invitrogen SuperScript III First-Strand Synthesis System for RT-PCR (Invitrogen, 18080-051) and the Eppendorf Mastercycler Pro Model 6321. For each qRT-PCR reaction, *Pgk1* was used as a housekeeping gene for quantification. For *Trib3,* the Rn06210329_s1 Taqman gene expression assay (ThermoFisher Scientific, 4448892) and the *Pgk1* Rn01474008_gH Taqman gene expression assay (ThermoFisher Scientific, 4448892) were used along with Taqman Fast Advanced Master Mix (ThermoFisher Scientific, 4444556). For *Mbp, Atf4,* and *Cebpb***,** PowerUp SYBR Green Master Mix for qPCR (ThermoFisher Scientific, A25742) was used with the following primers: *Mbp* forward, 5′-TGAAAACCCAGTAGTCCAC-3′; *Mbp* reverse, 5′-GGATTAAGAGAGGGTCTGC-3′; *Atf4* forward, 5′-GTTGGTCAGTGCCTCAGACA-3′; *Atf4* reverse, 5′-CATTCGAAACAGAGCATCGA-3′; *Cebpb* forward, 5′-ACGACTTCCTTTCCGACCTC-3′; *Cebpb* reverse, 5′-ACGTAACCGTAGTCGGACG-3′; *Pgk1* forward, 5′-ATGCAAAGACTGGCCAAGCTAC-3′; *Pgk1* reverse, 5′-AGCCACAGCCTCAGCATATTTC-3′. Samples were loaded in triplicate and all qRT-PCR experiments were run on a QuantStudio 7 Flex Real-Time PCR System (ThermoFisher Scientific, RRID: SCR_020245).

### Data Quantification and Statistical Analysis

For all experiments, primary OPCs prepared from independent litters were designated as separate biological replicates. All cell counts and Western blotting densitometry data are represented as the Mean ± SEM and normalized to an Untreated (UT) group that has not been treated with a vehicle or drug, as has been done previously (Festa et al., 2021; Jensen et al., 2015; Roth et al., 2021; Roth et al., 2021). All differentiation cell counts were performed from at least 3 independent biological replicates, consisting of 2–4 coverslips per treatment group, with cell counts performed on 10–25 random 40x fields per coverslip. For ATF4 immunocytochemistry in proliferation and differentiation experiments, confocal images were acquired using a 40x oil objective, and ATF4 nuclear staining intensity was quantified using integrated density in FIJI. For qRT-PCR data, all samples were run in triplicate; for any sample showing >0.5 standard deviation for Ct values, the Ct value with the greatest difference was excluded. This occurred in only one sample for *Pgk1* run with *Cebpb*. All statistical analyses were performed using GraphPad Prism (RRID: SCR_002798). Specifically, a one-way ANOVA was performed to determine statistically significant differences in experiments with more than two groups, with a *post-hoc* Dunnett multiple comparisons analysis to assess changes between all treatment conditions compared to vehicle controls. For the experiments using ISRIB, a one-way ANOVA with a *post-hoc* Sidak multiple comparisons analysis was used to assess changes between all treatment conditions compared to vehicle controls and between each dose of DTG and the corresponding dose of DTG + ISRIB. For experiments using only two groups, an unpaired t-test was used to determine statistical significance.

## Results

### The Triumeq Antiretroviral Drug Cocktail Inhibits Oligodendrocyte Differentiation and Myelin Protein Production in a Dose-Dependent Manner

Triumeq consists of the INSTI DTG combined with two NRTIs, ABC and 3TC, which are preferred antiretrovirals to treat HIV during pregnancy that cross the placental barrier (Benaboud et al., 2012; Chappuy et al., 2004; Mulligan et al., 2018; Waitt et al., 2019). Given that substantial oligodendroglial development occurs during gestation, we sought to determine whether this frontline drug combination affects differentiation of OPCs into OLs and myelin protein production by mature OLs. We treated primary rat OPCs *in vitro* with 3 doses of combined DTG+ABC + 3TC (cART) for 24 hours in the OPC stage, then changed to differentiation medium with the same doses of DTG+ABC + 3TC for 72 hours (Figure 1a). These 3 doses corresponded to 10% of human plasma C_max_ (800 nM DTG + 150 nM ABC + 600 nM 3TC), human plasma C_max_ (8 µM DTG + 1.5 µM ABC + 6 µM 3TC), and 300% human plasma C_max_ (24 µM DTG + 4.5 µM ABC + 18 µM 3TC) (Table 1, see methods). We selected doses surrounding C_max_ because all three drugs cross the human placental barrier at levels approximately equal to plasma C_max_ (DTG 1.25x, ABC 1x, and 3TC 0.86x) (Best et al., 2006; Chappuy et al., 2004; Moodley et al., 1998; Mulligan et al., 2018; Waitt et al., 2019), although it is unknown how efficiently they then cross the BBB in the developing fetus or whether they accumulate in developing white matter regions. This “multistage treatment” across both proliferation and differentiation models exposure to DTG during third trimester human fetal gestation when both robust OPC proliferation and OL differentiation occur (Clancy et al., 2007; van Tilborg et al., 2018; Zeiss, 2021). We observed that multistage treatment with 10% C_max_ cART, C_max_ cART, and 300% C_max_ cART resulted in significantly fewer OLs (Figure 1b) positive for either galactocerebrosidase (GalC) (Figure 1c) or proteolipid protein (PLP) (Figure 1d), markers of mature OLs, in a dose-dependent manner without affecting the number of DAPI+ cells (Figure 1e). We also assessed myelin protein levels in differentiated OL whole-cell lysates by Western blot (Figure 1f) and found that the DTG+ABC + 3TC drug combination resulted in significantly less MBP (Figure 1g) and PLP (Figure 1h) expression in differentiating OLs compared to DMSO, again in a dose-dependent manner. Taken together, these data demonstrate that exposure to increasing doses of combined DTG+ABC + 3TC significantly decreases OL differentiation and myelin protein production *in vitro*.

**Figure 1.**
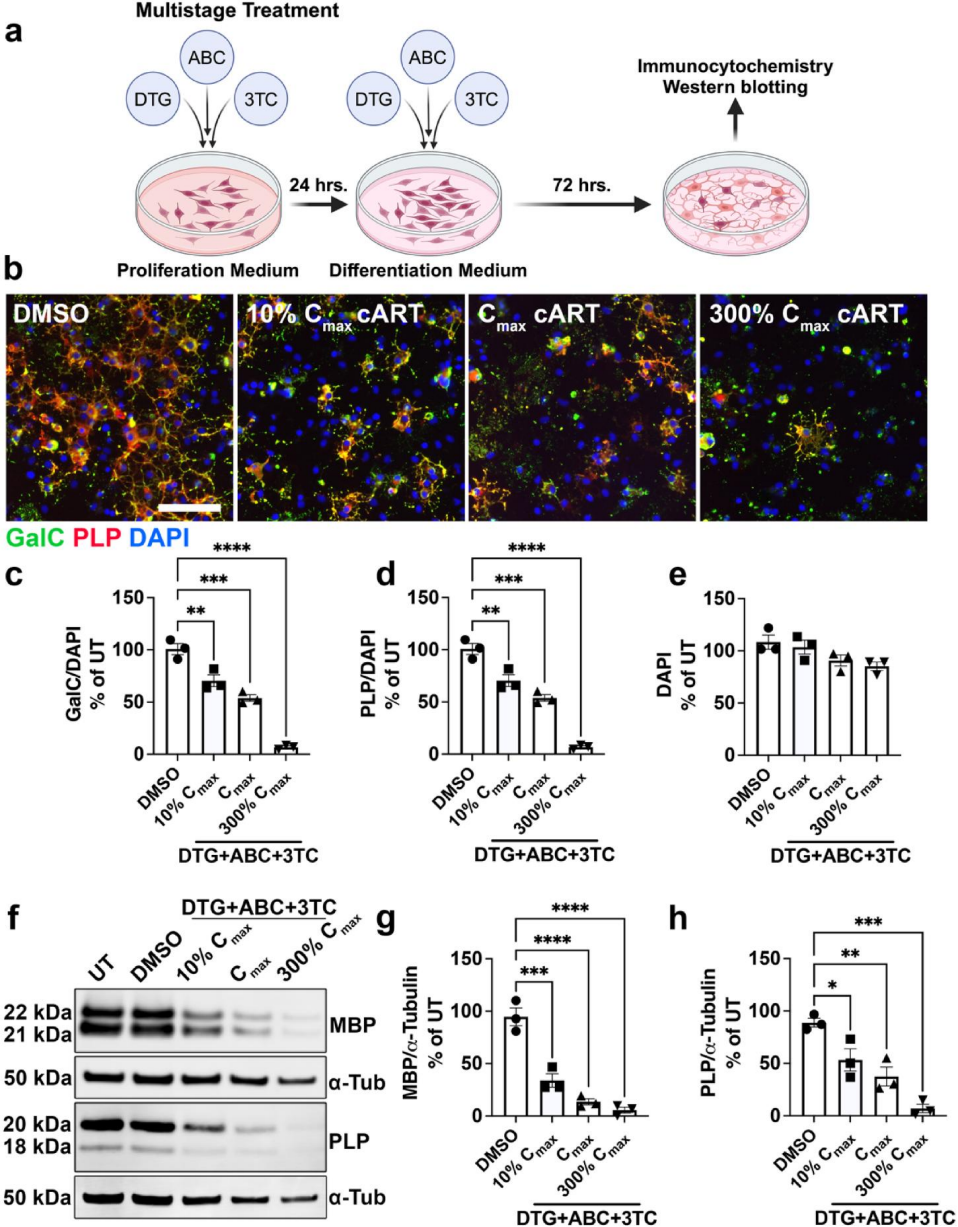
Multistage exposure to increasing doses of DTG+ABC + 3TC inhibits OL maturation. (a) Diagram of multistage treatment paradigm with DTG+ABC + 3TC during OPC proliferation and OL differentiation. (b) Representative images of differentiated OLs after multistage treatment with DTG+ABC + 3TC and immunostained for GalC (green), PLP (red), and DAPI (blue). Scale bar = 75 µm. Quantification of the number of GalC^+^ (c) and PLP^+^ (d) cells shows significantly fewer differentiated OLs after multistage exposure to DTG+ABC + 3TC without an effect on total number of DAPI^+^ cells (e), n = 3/group. **f)** Representative immunoblots of MBP and PLP after multistage exposure to DTG+ABC + 3TC. Densitometry analyses show significantly less MBP (g) and PLP (h) expression, *n* = 3/group. One-way ANOVA with Dunnett post-hoc test to compare all treatment groups to DMSO. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Dolutegravir, but not Abacavir or Lamivudine, Inhibits Oligodendrocyte Differentiation and Myelin Protein Production

Since the DTG+ABC + 3TC ART drug combination significantly decreased OPC differentiation and myelin protein levels, we next wanted to assess which specific drug(s) was responsible for this effect. Therefore, we treated primary OPCs individually with DTG (800 nM, 8 µM, or 24 µM), ABC (150 nM, 1.5 µM, or 4.5 µM), or 3TC (600 nM, 6 µM, or 18 µM) using the multistage treatment paradigm (Figure 2a). DTG treatment resulted in significantly lower numbers of GalC+ (Figure 2b) and PLP+ (Figure 2c) OLs compared to DMSO controls in a concentration-dependent manner without altering the number of DAPI+ cells in culture (Figure 2d). In contrast, neither ABC nor 3TC altered GalC+ (Figure 2e,h), PLP+ (Figure 2f,i), or DAPI+ (Figure 2g,j) cell counts. Our data reveal that DTG is the ART drug in the Triumeq combination primarily responsible for the observed deficit in OL differentiation. Western blots were subsequently performed to assess if DTG (Figure 3a), ABC (Figure 3d), and 3TC (Figure 3g) affected MBP and PLP protein levels and found that increasing doses of DTG resulted in significantly lower amounts of MBP (Figure 3b) and PLP (Figure 3c) protein levels compared to DMSO controls. Conversely, ABC did not alter MBP (Figure 3e) or PLP (Figure 3f) protein levels *in vitro*. Similarly, increasing concentrations of 3TC also did not alter MBP (Figure 3h) or PLP (Figure 3i) protein levels. These data demonstrate that in the Triumeq drug regimen, DTG is primarily responsible for the deficits in OL differentiation and myelin protein expression.

**Figure 2.**
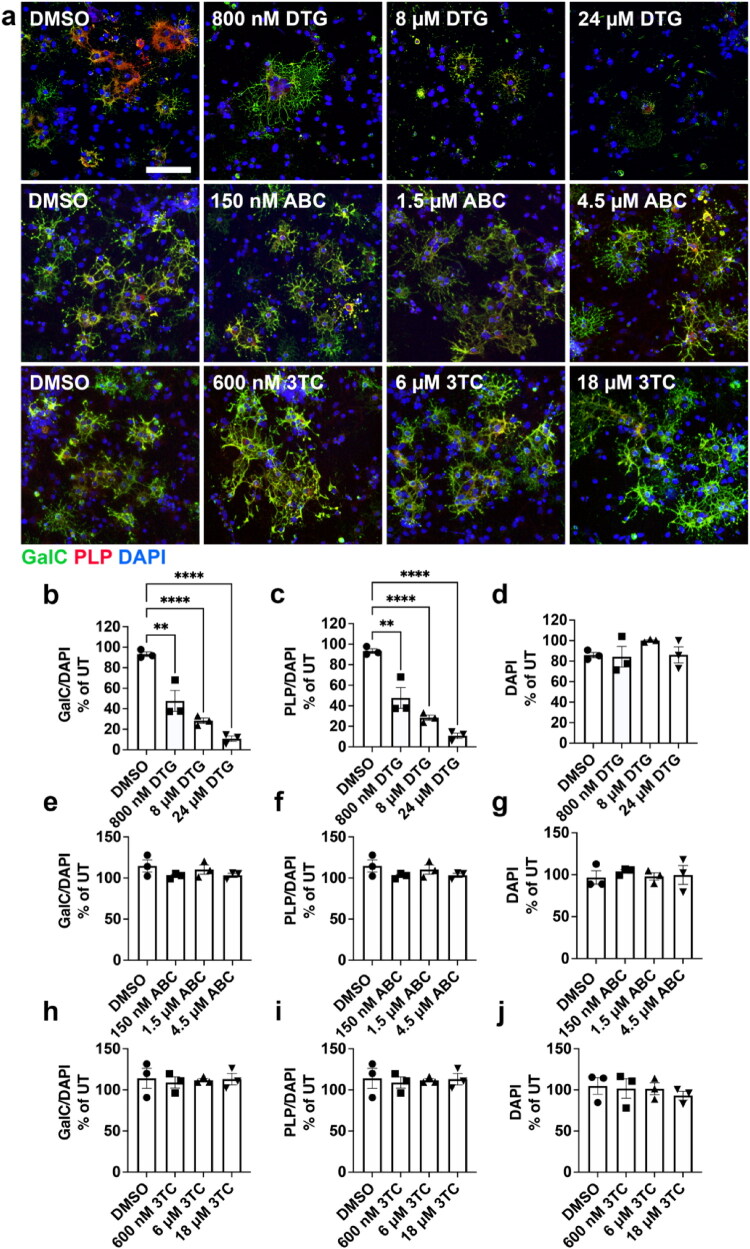
DTG, but not ABC or 3TC, significantly impairs OL maturation after multistage exposure. (a) Representative images of differentiated OLs after multistage treatment with DTG, ABC, or 3TC and immunostained for GalC (green), PLP (red), and DAPI (blue). Scale bar = 75 µm. Quantification of the number of GalC^+^ and PLP^+^ cells shows significantly fewer differentiated OLs without a change in DAPI after multistage exposure to DTG (b-d) but not ABC (e-g) or 3TC (h-j), *n* = 3/group. One-way ANOVA with Dunnett post-hoc test to compare all treatment groups to DMSO. **p < 0.01, ****p < 0.0001.

**Figure 3.**
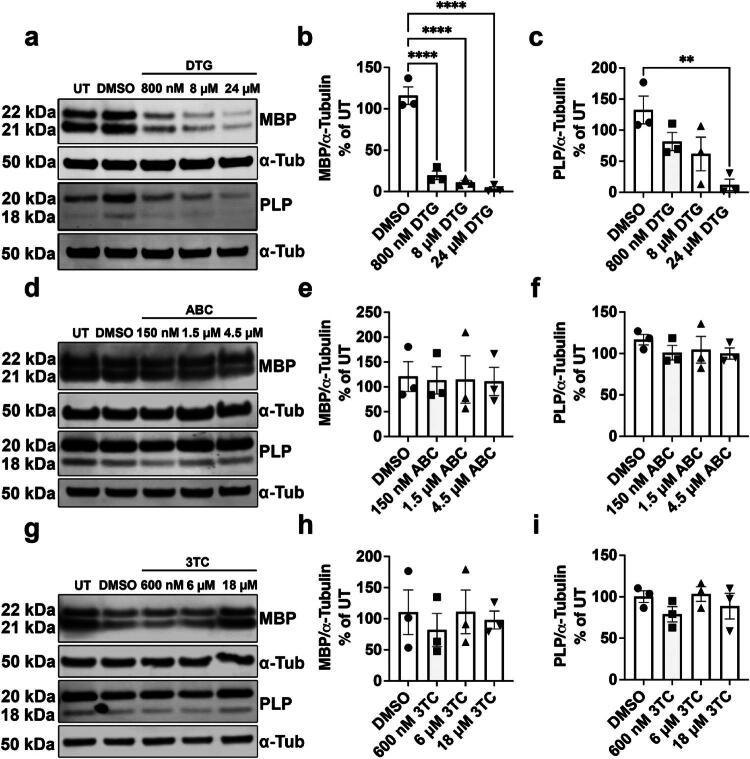
DTG, but not ABC or 3TC, significantly reduces myelin protein expression after multistage exposure. (a) Representative immunoblots of MBP and PLP after multistage exposure to DTG (800 nM, 8 µM, or 24 µM). Densitometry analyses show significantly less MBP after exposure to 800 nM, 8 µM, or 24 µM DTG (b) and PLP after exposure to 24 µM DTG (c), *n* = 3/group. (d) Representative immunoblots of MBP and PLP after multistage exposure to ABC (150 nM, 1.5 µM, or 4.5 µM). Densitometry analyses show no changes in MBP (e) or PLP (f) expression, *n* = 3/group. **g)** Representative immunoblots of MBP and PLP after multistage exposure to 3TC (600 nM, 6 µM, or 18 µM). Densitometry analyses show no changes in MBP (h) or PLP (i) expression, *n* = 3/group. One-way ANOVA with Dunnett post-hoc test to compare all treatment groups to DMSO. **p < 0.01, ****p < 0.0001.

### Dolutegravir Does Not Induce Apoptosis During OL Differentiation

Since there was a robust decrease in OPC differentiation and myelin production in DTG-treated OPCs, we next assessed whether this effect was due to cellular apoptosis. To assess for apoptosis, 800 nM, 8 µM, or 24 µM DTG-treated primary rat OLs were labeled with terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL), which is a histological marker for double-stranded DNA breaks (Supp. Fig. 1a). Statistical analysis revealed that increasing concentrations of DTG did not significantly alter numbers of TUNEL+ nuclei, despite a trend toward increased apoptosis in OLs exposed to 8 µM or 24 µM DTG (Supp. Fig. 1b). However, given the strong trend toward increased cell death with 8 µM and 24 µM DTG exposure, we also extended our treatment to 24 hours during proliferation plus 120 hours during differentiation to determine whether extended DTG exposure would be sufficient to significantly increase apoptosis. TUNEL labeling after 5 days of differentiation did not reveal any significant differences in the numbers of TUNEL+ nuclei (Supp. Fig. 1c-d), and we likewise did not observe any change in overall DAPI+ nuclei that would indicate cell loss (Supp. Fig. 1e). Taken together, these data demonstrate that cell death is not responsible for the significant DTG-mediated decreases in OL maturation and myelin protein production.

### Dolutegravir Specifically Impairs Late-Stage OL Maturation

Impaired OL differentiation in the presence of DTG could arise from reduced OPC numbers from which to differentiate. As OL differentiation occurs on a continuum and the expression of GalC and PLP occurs relatively late in maturation, we also sought to determine which stage of differentiation DTG was inhibiting. To assess the numbers of OPCs, cultures exposed to 800 nM, 8 µM, or 24 µM DTG were immunostained for the OPC marker A2B5 (Supp. Fig. 2a). After 72 hours of differentiation, the numbers of OPCs did not change following DTG treatment (Supp. Fig. 2b). Therefore, reduced OL differentiation in the presence of DTG was not due to a reduced pool of OPCs in culture. We next immunostained 800 nM, 8 µM, or 24 µM DTG-exposed cultures for O4, a marker of early OLs that continues to be expressed as cells mature, along with GalC (Supp Fig. 2c). Our quantification revealed no change in O4+ early OLs that were not yet GalC + in DTG-treated cultures compared to controls (Supp. Fig. 2d). Taken together, these data indicate that DTG specifically inhibits late-stage OL maturation, resulting in fewer mature GalC+/PLP+ OLs without affecting the number of A2B5+ OPCs or O4+/GalC- early OLs.

### Exposure to 24 µM DTG During Either OPC Proliferation or OL Differentiation is Sufficient to Impair Differentiation

Given the remarkable effect of DTG on OL differentiation when applied across proliferation and differentiation, we next wanted to determine whether the reduction in OL maturation was due to exposure during proliferation, differentiation, or both. We exposed primary rat OPC cultures to 800 nM, 8 µM, or 24 µM of DTG for 24 hours in proliferation medium before switching to differentiation medium without any drug treatment (Figure 4a-b). After 72 hours of differentiation, we observed significantly fewer GalC+ (Figure 4c) and PLP+ (Figure 4d) OLs without a change in DAPI+ cells (Figure 4e) in cultures treated with 24 µM DTG, but not in those treated with either 800 nM or 8 µM DTG. Western blotting (Figure 4f) likewise indicated significantly lower expression of MBP (Figure 4g) and PLP (Figure 4h) myelin proteins compared to DMSO only with 24 µM DTG exposure during proliferation. Therefore, exposure to 24 µM DTG inhibits OL differentiation even when limited to the OPC proliferation stage. To determine the response of OLs to DTG exposure specifically during differentiation, we allowed OPCs to proliferate in the absence of any drug before changing to differentiation medium with 800 nM, 8 µM, or 24 µM doses of DTG (Figure 5a). Immunostaining (Figure 5b) revealed significantly fewer GalC+ (Figure 5c) and PLP+ (Figure 5d) OLs without an effect on DAPI+ cells (Figure 5e) after differentiation exposure to 24 µM DTG, but not 800 nM or 8 µM, similar to that observed with proliferation treatment (Figure 4b-e). In conjunction, Western blotting (Figure 5f) revealed significantly less MBP (Figure 5g) and PLP (Figure 5h) myelin protein expression compared to DMSO only after 24 µM DTG exposure during differentiation. The same effects on OL maturation were observed when DTG exposure was delayed for 24 hours after switching to differentiation medium (Supp. Fig. 3a), showing that 24 µM DTG is sufficient to impair OL development even when limited to later stages of differentiation (Supp. Fig. 3b-e). These data reveal that at high doses, DTG is capable of significantly impairing OL maturation even when exposure is transient during only OPC proliferation or OL differentiation.

**Figure 4.**
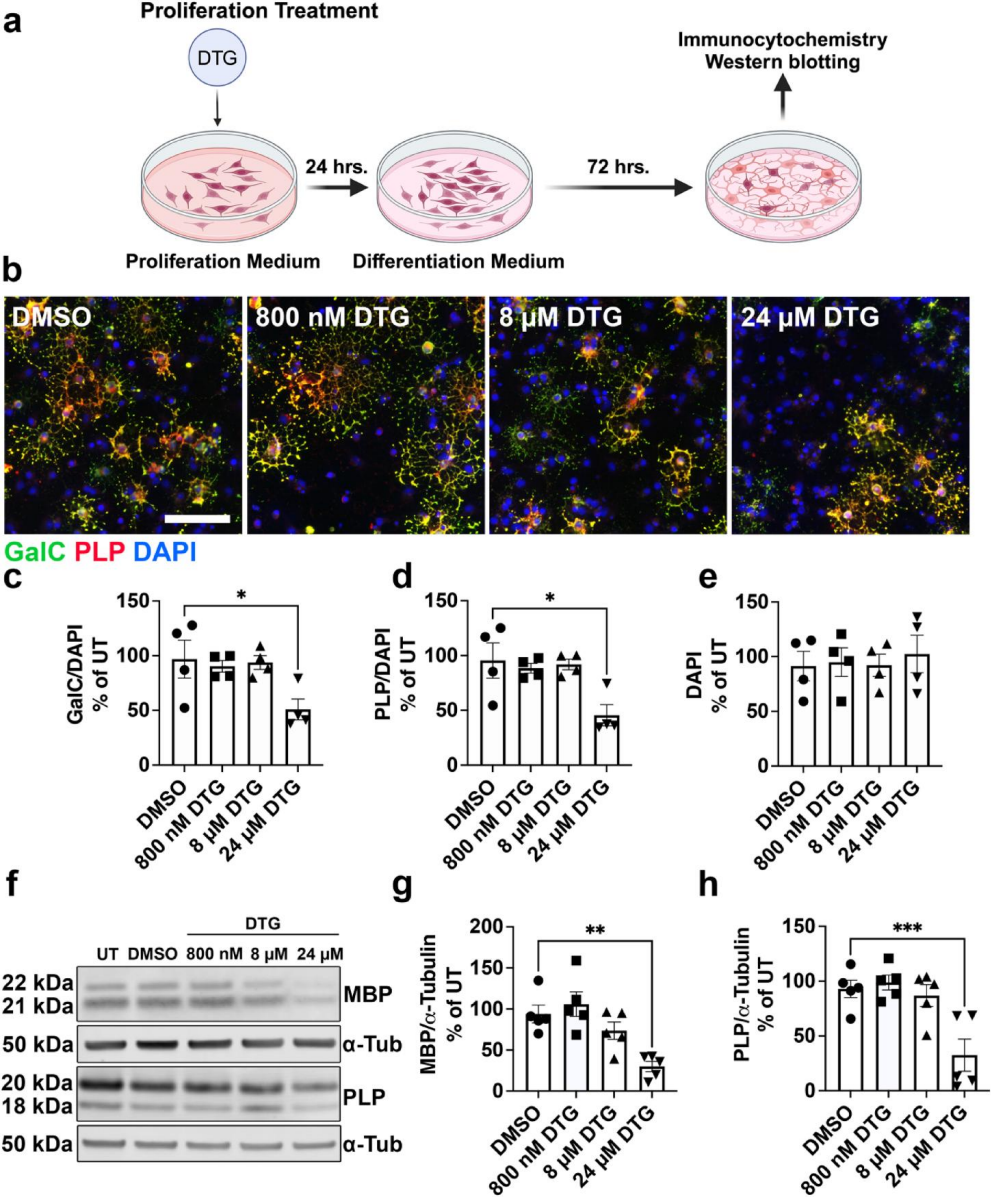
Treatment of proliferating OPCs with 24 µM DTG inhibits subsequent maturation. (a) Diagram of proliferation treatment paradigm with DTG during OPC proliferation only. (b) Representative images of differentiated OLs after proliferation treatment with DTG (800 nM, 8 µM, or 24 µM) and immunostained for GalC (green), PLP (red), and DAPI (blue). Scale bar = 75 µm. Quantification of the number of GalC^+^ (c) and PLP^+^ (d) cells shows significantly fewer differentiated OLs after proliferation exposure to 24 µM DTG without an effect on total number of DAPI^+^ cells (e), *n* = 4/group. (f) Representative immunoblots of MBP and PLP after proliferation exposure to DTG. Densitometry analyses show significantly less MBP (g) and PLP (h) expression after 24 µM DTG exposure, *n* = 5/group. One-way ANOVA with Dunnett post-hoc test to compare all treatment groups to DMSO. *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 5.**
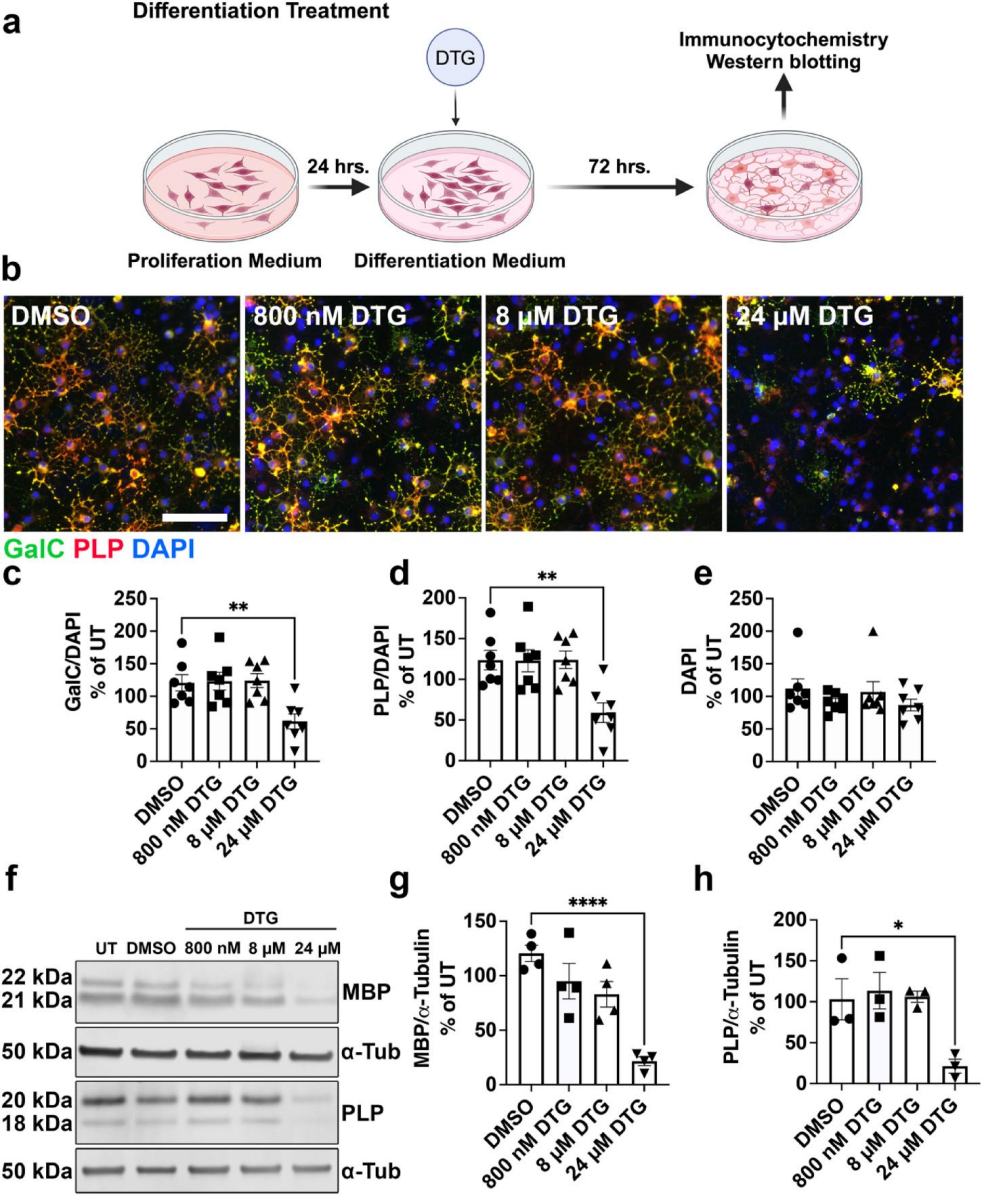
Treatment of OLs during differentiation with 24 µM DTG reduces OL maturation. (a) Diagram of differentiation treatment paradigm with DTG during OL differentiation only. (b) Representative images of differentiated OLs after differentiation treatment with DTG (800 nM, 8 µM, or 24 µM) and immunostained for GalC (green), PLP (red), and DAPI (blue). Scale bar = 75 µm. Quantification of the number of GalC^+^ (c) and PLP^+^ (d) cells shows significantly fewer differentiated OLs after differentiation exposure to 24 µM DTG without an effect on total number of DAPI^+^ cells (e), *n* = 7/group. (f) Representative immunoblots of MBP and PLP after differentiation exposure to DTG. Densitometry analyses show significantly less MBP (g) and PLP (h) expression after 24 µM DTG exposure, *n* = 3-4/group. One-way ANOVA with Dunnett post-hoc test to compare all treatment groups to DMSO. *p < 0.05, **p < 0.01, ****p < 0.0001.

### RNA Sequencing Reveals Altered Gene Expression Related to Multiple Cellular Mechanisms in Oligodendroglia After DTG Exposure

In order to identify potential mechanisms responsible for the observed deficits in OL differentiation, we performed bulk RNA sequencing of primary rat OL cultures treated with 8 µM DTG, the C_max_ dose, across both proliferation and differentiation. Our data indicate that multistage exposure to this dose of DTG equivalent to plasma C_max_ in humans is sufficient to robustly and significantly impair OL maturation *in vitro* (Figure 2,3). Therefore, we collected whole cell RNA from vehicle-treated OPCs exposed to DMSO or DTG-treated OPCs exposed to 8 µM DTG for 24 hours of proliferation, as well as vehicle-treated OLs exposed to DMSO and 8 µM DTG-treated OLs across our multistage paradigm. 

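The sequenced RNA came from primary rat cells in 6 conditions with 4 libraries each. OPCs were collected after 24 hours of proliferation without treatment, with DMSO at 0.04% or with 8 µM DTG. OLs were collected after 24 hours of proliferation and 72 hours of differentiation under the same 3 treatments. According to the paper, RNA was enriched for poly(A) transcripts and ERCC RNA, a set of synthetic transcripts of known amount, was added to equal amounts of total RNA. The authors deposited, for each library, the number of uniquely mapped reads that they counted on the exons of each gene, without normalization. Between 13241279 and 18499994 counts fell on genes in each library, with a median of 15719162 in DMSO-treated OLs, 15280548 in DTG-treated OLs, 13975765 in DMSO-treated OPCs and 15965473 in DTG-treated OPCs. ERCC transcripts took between 1.06% and 7.19% of all counts of a library. The files of 22 libraries list the same 32883 genes, and the last gene on chromosome 1 ends at position 282724300. The files of the untreated OPCs and untreated OLs of replicate 3 list 30560 genes, and the last gene on chromosome 1 ends at position 260398790. Neither the files nor the paper's text name the genome build, so positions are those of the larger group of files. Comparisons with untreated cells were limited to the 21651 gene identifiers in both kinds of file, of which 20.9% had an equal exonic length. Gene symbols were taken from the paper's Online Resources, which pair 2107 identifiers with a symbol.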

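For each comparison, the counts of the 8 libraries compared were scaled with edgeR's TMM method, genes with few counts were removed with edgeR's filterByExpr, and a quasi-likelihood model was fitted to the remaining genes. Genes were called differentially expressed at the paper's thresholds, an adjusted p-value under 0.05 and an absolute log2 fold change over 1. On counts simulated from the means and library sizes of DMSO-treated and DTG-treated OLs, with 195 changed genes among 12582 tested, the test recovered 88.7% of the changed genes, and 3.9% of its calls were false. On counts simulated from the OPC libraries, with 198 changed genes among 13140 tested, it recovered 74.2% of the changed genes. With no changed gene in the simulated counts, it called 0 genes in each of these comparisons. The number of counts sets the precision of weakly expressed genes, and 4 libraries per group allow a two-sided exact permutation p-value no lower than 0.0286. Values in CPM, each gene's share of the scaled library, are given as the mean ± SD of 4 libraries.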

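Among 13270 genes tested in OPCs exposed to 8 µM DTG for 24 hours of proliferation against DMSO-treated OPCs, 0 were differentially expressed at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 69 had an unadjusted p-value under 0.05. When each library was left out in turn, 0 genes passed, and between 28 and 882 had an unadjusted p-value under 0.05. Replicate 2 was the pair in which the DTG-treated and DMSO-treated libraries did not deviate together from their group means (r = -0.09 across genes). In a fit with the block and without replicate 2, which was added after the values were seen, 1 gene was called, the mitochondrial gene Mt-nd1, with a log2 fold change of 1.12. In simulated OPC counts, 48% of the genes made to change by 1.25 on the log2 scale and 92% of those made to change by 2 were recovered. A litter effect with a set SD of 0.5 on the log2 scale was then added to a simulated spread that already held the real litter differences. With litter differences overstated in this way, these shares were 2% and 36% for the same test without a block. With the replicate number as a block they were 36.7% and 80%. Smaller changes were therefore not detectable in many genes. In the real OPC counts the fit with this block called 0 genes, and 871 had an unadjusted p-value under 0.05.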

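Trib3 was counted at 1.64 ± 0.665 CPM in DTG-treated OPCs and at 0.67 ± 0.402 CPM in DMSO-treated OPCs. Its log2 fold change was 1.33 (standard error 0.46), positive in 4 of 4 pairs, with an adjusted p-value of 0.907 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Atf4 was counted at 191 ± 18.0 CPM with DTG and at 162 ± 23.9 CPM with DMSO, a log2 fold change of 0.24 (standard error 0.16) with the same adjusted p-value. The log2 fold change of Cebpb was -0.27 (standard error 0.31) in this comparison.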

Surprisingly, there were no significantly altered RNA transcripts when comparing DTG-treated to DMSO-treated OPCs after 24 hours of proliferation (data not shown). Conversely, principal component analysis showed clustering of DMSO-treated and 8 µM DTG-treated OLs after multistage treatment suggestive of differences between these two groups (Figure 6a). 

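Principal components were computed from the log2 CPM of the 500 genes of highest variance in the 8 OL libraries. PC1 held 30.3% of the variance and PC2 held 26.9%. All 4 DTG-treated libraries had a lower PC2 score than all 4 DMSO-treated libraries (two-sided exact permutation test, p = 0.0286, adjusted over both components 0.0571). PC1 did not separate the groups (two-sided exact permutation test, p = 0.229). This test does not use the pairing, and the DTG-treated library had the higher PC1 score in 4 of 4 pairs. The groups were likewise separated on PC2 and not on PC1 after DESeq2's variance-stabilizing transformation, which gave 36.5% and 33.9% of the variance. After the mean of each replicate number was removed, PC1 held 60.8% of the variance and the scores of the groups did not overlap. The removal makes the libraries of a pair mirror images of each other, so no p-value is given for this component.

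**Figure D1:**
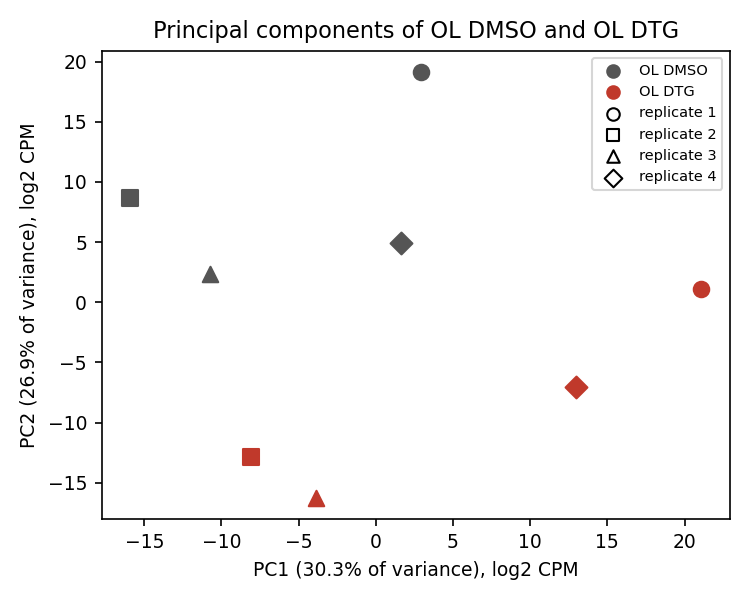
Scores of the 4 DMSO-treated and 4 DTG-treated OL libraries on PC1 (30.3% of variance) and PC2 (26.9%), in units of log2 CPM, with 1 symbol per replicate number. The treatments part along PC2 and overlap along PC1, where the DTG-treated library of each pair has the higher score.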

Differential expression analyses revealed 127 differentially expressed genes in OLs with multistage 8 µM DTG exposure compared to vehicle-treated control OLs with both downregulated and upregulated genes (Figure 6b, Supp. Fig. 4, Online Resource 1). 

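Of 12710 genes tested in DTG-treated against DMSO-treated OLs, 74 were differentially expressed, 47 higher and 27 lower with DTG (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1635 had an unadjusted p-value under 0.05. The alternative that moved this count most upward was the replicate number as a block, with 173 genes, 101 higher and 72 lower. DESeq2's Wald test, the method named in the paper, called 128 genes, 76 higher and 52 lower. Scaling to the ERCC counts, which moved the median log2 fold change of all genes to 0.59, left 19 genes, all higher. Without replicate 3 of the DMSO-treated OLs, in a fit added after the values were seen, it left 24 genes, 18 higher and 6 lower. The number of genes called fell to 28 without replicate 2 of the DMSO-treated OLs and was 94 without replicate 1 of the DTG-treated OLs. All 127 genes that the paper lists were tested, all 127 had the direction that the paper gives and an unadjusted p-value under 0.05, and the 74 called genes were among them.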

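The largest rises past the thresholds, in genes that changed in the same direction in every pair, were those of Trib3, Gdf15, Ifi27l2b, Fut1 and RGD1309651. Gdf15 was counted at 15.5 ± 5.94 CPM with DTG and at 1.73 ± 0.758 CPM with DMSO, a log2 fold change of 3.16 (standard error 0.33, adjusted p = 0.00106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of Ifi27l2b, Fut1 and RGD1309651 were 2.69, 2.68 and 2.56, and the calls of these 3 genes held in 3, 2 and 3 of the 8 fits that each left out a library. The largest falls were those of Atp2a3 (log2 fold change -3.04), Txnip (-2.98), Atp10b (-2.45), Tmprss5 (-2.37) and Arrdc4 (-2.20). Atp2a3 was counted at 6.08 ± 2.35 CPM with DMSO and at 0.753 ± 0.471 CPM with DTG (standard error of the log2 fold change 0.40, adjusted p = 0.0034 from the same test).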

GO analysis indicated that these genes were spread across a variety of cellular mechanisms (Figure 6c, Online Resource 2). Specifically, the three most significantly altered GO categories were positive regulation of transcription from RNA polymerase II promoter in response to ER stress, intrinsic apoptotic signaling pathway in response to ER stress, and chromatin silencing. 

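The category on positive transcription in response to ER stress holds 4 of the paper's genes, of which 3 were called here. Their log2 fold changes were 1.96 for Atf3, 1.26 for Creb3l1, 1.12 for Atf4 and 1.29 for Cebpb, and Cebpb was not called (adjusted p = 0.118 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the category on intrinsic apoptotic signaling in response to ER stress, 4 of 5 genes were called, including Chac1 with a log2 fold change of 2.43 (standard error 0.27) and Casp4 with 2.35 (standard error 0.41). The category on chromatin silencing holds 5 histone genes, and all of them fell. The log2 fold changes were -1.92 for Hist2h2aa3, -1.74 for Hist2h2aa2, -1.80 for Hist1h2ac, -1.84 for Hist1h2ah and -1.17 for LOC103690190, and the last 2 of these were not called (adjusted p = 0.115 for each from the same test). With the replicate number as a block, all genes of these 3 categories were called, with adjusted p-values of 0.00803 for Hist1h2ah and 0.0240 for LOC103690190, and DESeq2's Wald test called both of these genes. The call of Hist1h2ac held in 1 of the 8 fits that each left out a library. Histone genes have near-identical copies, and because the authors counted uniquely mapped reads, the split of reads between copies is uncertain. The enrichment of the categories was not computed here.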

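Among the genes on metabolism and mitochondria that the paper lists, Pck2 rose with DTG by a log2 fold change of 1.51 (standard error 0.32) and Gpd1 fell by 1.21 (standard error 0.19). Both were called (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.0437 and 0.00981), and the call of Pck2 held in 2 of the 8 fits that each left out a library. Sesn2 rose by 1.33 (standard error 0.18) and Cdkn1a by 1.00 (standard error 0.20) on the log2 scale, and the call of Cdkn1a held in 3 of those fits. Of the mitochondrially encoded transcripts, Mt-nd4l rose by 1.20 (standard error 0.18, adjusted p = 0.00591 from the same test). Mt-nd5 rose by 1.02 (standard error 0.22) and was not called (adjusted p = 0.0556 from the same test). It was not called with the replicate number as a block either, with a log2 fold change of 0.94, while DESeq2's Wald test called it. Mt-nd1, chosen after its values were seen and counted at 7550 ± 1050 CPM with DTG and at 2340 ± 194 CPM with DMSO, rose by 1.68 (standard error 0.19, adjusted p = 0.00131 from the same test).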

We were also interested to see that several of the GO categories were related to metabolic and mitochondrial function, including gluconeogenesis, cellular response to amino acid starvation, NADH oxidation, and ATP synthesis coupled electron transport. However, the 127 significantly altered transcripts would likely include genes that normally up- or downregulate during differentiation and whose opposite regulation would simply suggest a more OPC-like stage of maturation. For example, we verified that multistage exposure to DTG during differentiation resulted in reduced ectonucleotide pyrophosphatase/phosphodiesterase 6 (*Enpp6*)*, Mbp,* and *Mog* transcripts related to OL maturation and myelin production (Figure 6b, Supp. Fig. 5, Online Resources 1,3), and our qRT-PCR validation confirmed that *Mbp* transcription was significantly decreased in DTG-treated OLs by nearly 75% compared to DMSO-treated OLs (Figure 6e). Therefore, we compared our list of 127 genes to over 4200 differentially expressed genes in differentiated vehicle-treated OLs vs. undifferentiated vehicle-treated OPCs (Online Resources 3,5). 

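Enpp6 was counted at 38.3 ± 15.6 CPM in DTG-treated OLs and at 80.4 ± 27.6 CPM in DMSO-treated OLs, a log2 fold change of -1.09 (standard error 0.30). Mbp was counted at 2770 ± 1170 CPM with DTG and at 7250 ± 2730 CPM with DMSO, a log2 fold change of -1.40 (standard error 0.34). Mog was counted at 19.6 ± 2.60 CPM with DTG and at 39.3 ± 6.64 CPM with DMSO, a log2 fold change of -1.01 (standard error 0.17). Each of the 3 transcripts was lower with DTG in 4 of 4 pairs of the same replicate number. Mog was called (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.0116), and its call held in 2 of the 8 fits that each left out a library. Enpp6 and Mbp were not called (adjusted p = 0.123 and 0.0865 from the same test). With the replicate number as a block, their adjusted p-values were 1.02e-05 for Enpp6 and 1.09e-06 for Mbp and both were called, while Mog was not, since its log2 fold change no longer passed the threshold. In these files Enpp6 (ENSRNOG00000009660) lies on chromosome 16 from 48315914 to 48437242, Mbp (ENSRNOG00000016516) on chromosome 18 from 79326738 to 79437310 and Mog (ENSRNOG00000000775) on chromosome 20 from 2004052 to 2014286.

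**Figure D2:**
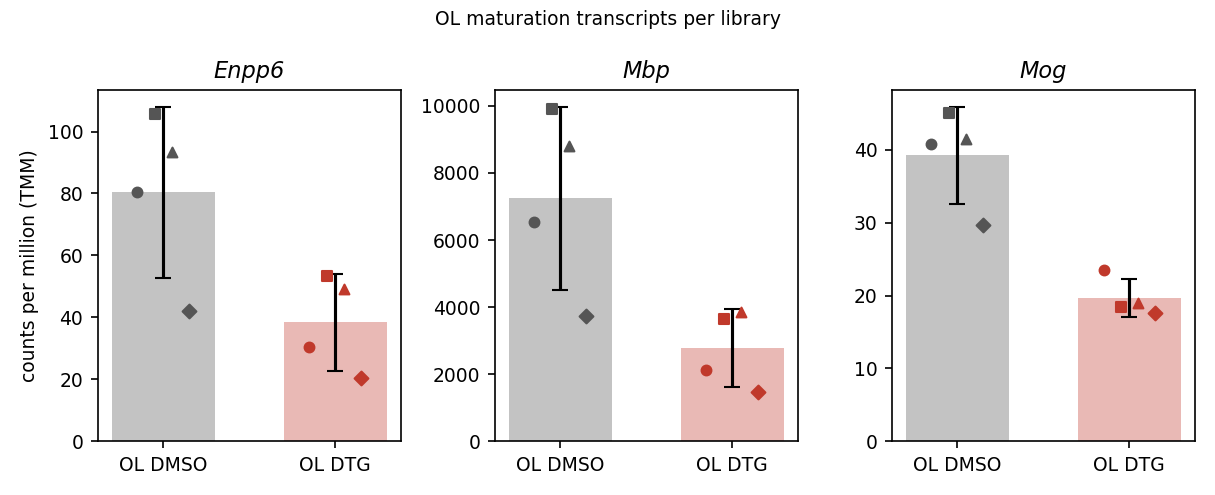
CPM of Enpp6, Mbp and Mog in the 4 DMSO-treated and 4 DTG-treated OL libraries, with bars for means, error bars for SD and 1 symbol per replicate number. In each pair the DTG-treated library is the lower one.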

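In DMSO-treated OLs against DMSO-treated OPCs, 4245 of 13023 genes tested were differentially expressed, 1831 higher and 2414 lower in OLs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2's Wald test called 4599 genes. When each library was left out in turn, the count lay between 3717 and 5278 genes. The alternative that moved the count most was scaling to the ERCC counts, which called 6979 genes, 278 higher and 6701 lower, and moved the median log2 fold change of all genes to -1.52.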

OPCs and differentiated OLs showed distinct clustering by principal component analysis (Supp. Fig. 5a). 

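In the same analysis of principal components for the 4 OPC and 4 OL libraries with DMSO, PC1 held 91.6% of the variance and PC2 held 3.1%. PC1 separated the stages (two-sided exact permutation test, p = 0.0286, adjusted over both components 0.0571), and PC2 did not (p = 0.857 from the same exact test).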

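In DMSO-treated OLs against DMSO-treated OPCs, Enpp6 rose from 1.87 ± 0.832 to 90.3 ± 30.7 CPM, a log2 fold change of 5.55 (standard error 0.37, adjusted p = 3.7e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mbp rose from 215 ± 68.6 to 8140 ± 3040 CPM, a log2 fold change of 5.25 (standard error 0.42, adjusted p = 1.38e-06 from the same test). Mog rose from 3.57 ± 0.728 to 44.2 ± 7.23 CPM, a log2 fold change of 3.62 (standard error 0.24, adjusted p = 3.51e-07 from the same test). These calls held in all 8 fits that each left out a library.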

The 4200+ differentially expressed genes included *Enpp6, Mbp, Mog, Mag*, *Plp1*, 2’3′-cyclic nucleotide 3′-phosphodiesterase (*Cnp*), and myelin regulatory factor (*Myrf*), all significantly upregulated myelin-related transcripts in differentiated OLs compared to OPCs (Supp. Fig. 5b). Differentially expressed genes in differentiated OLs mapped to 20 significantly altered GO categories including “intracellular signal transduction,” “protein phosphorylation,” and “brain development” (Supp. Fig. 5c, Online Resource 4). In comparing the differentially expressed genes in OPCs vs. differentiated OLs and DMSO-treated OLs vs. DTG-treated OLs, we found 54 differentially expressed genes that were unique to DTG-exposed OLs, normally unchanged during differentiation (Online Resource 5). 

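Of the 74 genes called in DTG-treated OLs, 38 were not called in DMSO-treated OLs against OPCs, 30 of them higher and 8 lower with DTG. A further 28 were called there in the opposite direction. With the replicate number as a block in both comparisons, 75 of 173 genes were not called in differentiation, and with DESeq2's Wald test 53 of 128. With 1 replicate number left out of both comparisons, the count lay between 18 and 43, and it was 18 without replicate 2 and without replicate 4. When untreated OLs against untreated OPCs served as the differentiation list, 48 of the 74 genes were not in it. That list was limited to identifiers in both kinds of file, so genes without such an identifier count as not in it. Hist2h2aa2 and Hist2h2aa3, called in differentiation with DMSO, had no value against untreated OLs. Not being called in differentiation does not show that a gene is unchanged there, and 32 of the 74 genes had no adjusted p-value under 0.05 in differentiation. Fut1 and RGD1309651 are among these because they were not tested there, and DESeq2's Wald test called RGD1309651 in differentiation.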

We also observed 14 transcripts that were significantly upregulated above the normal increase in expression during differentiation, and 1 transcript that was significantly downregulated below the normal decrease in expression during differentiation (Online Resource 5). 

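Among the 74 genes, 8 were called as higher in both comparisons and 0 as lower in both. With the replicate block, 17 were higher and 2 lower in both, and with DESeq2's Wald test 14 were higher and 1 lower.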

We then examined which genes made up our GO analysis hits. Specifically, there were 58 hits across all significant GO categories composed of 36 distinct transcripts. Of these, 18 were unique genes affected by DTG exposure and 9 were upregulated genes significantly higher than normal during differentiation. These genes accounted for 75% of all GO analysis hits despite only making up 21.3% of all significantly differentially expressed genes (Online Resources 2,5).

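Online Resource 2 lists 58 hits in 15 categories, which are 35 distinct symbols. In Online Resource 5, 21 of these symbols are marked as unique to DTG, 7 as higher in both comparisons and 7 as changed in the opposite direction. The first 2 kinds account for 49 of the 58 hits, or 84.5%, and for 22% of the 127 genes. Of the 35 transcripts, 26 were called in DTG-treated OLs here, 34 with the replicate number as a block and 35 with DESeq2's Wald test.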

**Figure 6.**
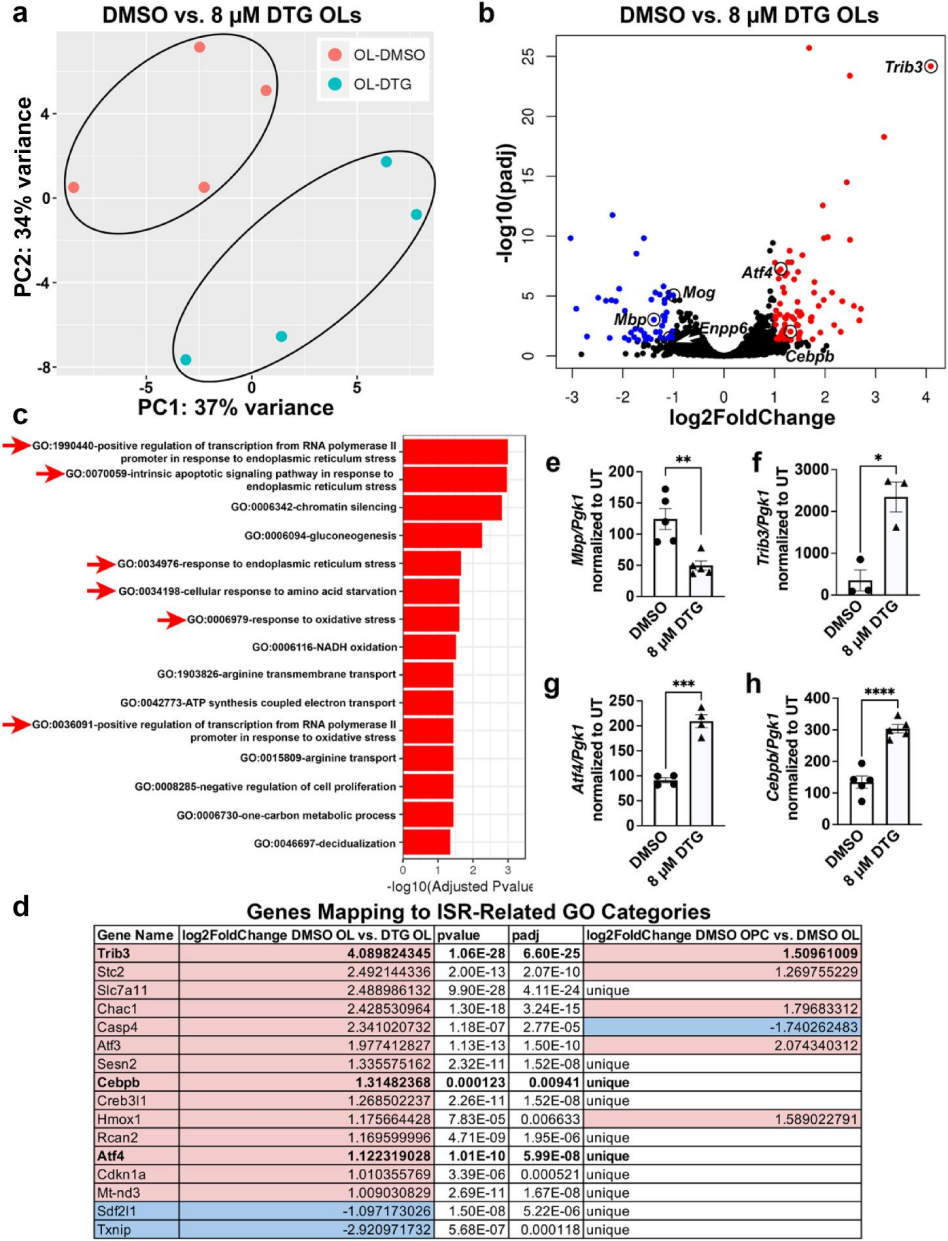
Multistage 8 µM DTG significantly alters gene expression across a variety of cellular mechanisms in differentiating OLs. (a) Principle components (PC) plot of variance between DMSO-treated and 8 µM DTG-treated differentiating OL samples from bulk RNA sequencing, showing clustering of groups, *n* = 4/group. (b) Volcano plot of gene expression in 8 µM DTG-treated OLs vs. DMSO-treated OLs, where red indicates significantly upregulated genes and blue indicates significantly downregulated genes. Particular genes of interest are labeled. (c) Significantly altered gene ontology (GO) categories in 8 µM DTG-treated OLs vs. DMSO-treated OLs. Red arrows highlight GO categories directly related to ISR (ER stress, oxidative stress, amino acid starvation). (d) List of significantly altered genes mapping to ISR-related GO categories with their log2FoldChange in DMSO OLs vs. 8 µM DTG OLs and log2FoldChange in DMSO OPCs vs. DMSO OLs for comparison, *n* = 4/group. Pink = upregulated, blue = downregulated in 8 µM DTG OLs compared to DMSO OLs. qRT-PCR quantification shows significantly decreased expression of *Mbp***(e)** and increased *Trib3* (f), *Atf4* (g), and *Cebpb* (h) in 8 µM DTG-treated vs. DMSO-treated OLs, *n* = 3-5/group. Unpaired *t*-test to compare 8 µM DTG to DMSO. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### DTG Induces Significant Transcriptional Changes in Key Integrated Stress Response Effectors

GO analysis revealed that 6 out of 15 significantly altered GO categories directly related to activation of the ISR, including ER stress, oxidative stress, or amino acid starvation (Figure 6c). These ISR-related GO categories included 24 hits from 16 transcripts, 15 of which were either unique or upregulated genes significantly higher than normal during differentiation (Figure 6d). 

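The 6 categories on ER stress, oxidative stress or amino acid starvation hold 26 hits from 16 transcripts in Online Resource 2. With DTG, 14 of these transcripts were higher and 2, Sdf2l1 and Txnip, were lower in OLs, and 14 of the 16 were called. Cebpb and Hmox1 (log2 fold change 1.17, standard error 0.30, adjusted p = 0.103 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) were not called, and both were called with the replicate number as a block and with DESeq2's Wald test. The highest log2 fold changes after Trib3 were those of Slc7a11 (2.49, standard error 0.22) and Stc2 (2.48, standard error 0.35). The median log2 fold change of the 16 transcripts was 1.28. As a set they lay above the other genes (adjusted p = 3.5e-38 from limma's camera with an inter-gene correlation of 0.01), and this call held with limma's fry (adjusted p = 6.9e-05) and with the correlation estimated from the data (adjusted p = 0.000181). The study chose the 16 transcripts on these libraries, so the set tests are not independent evidence.

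**Figure D3:**
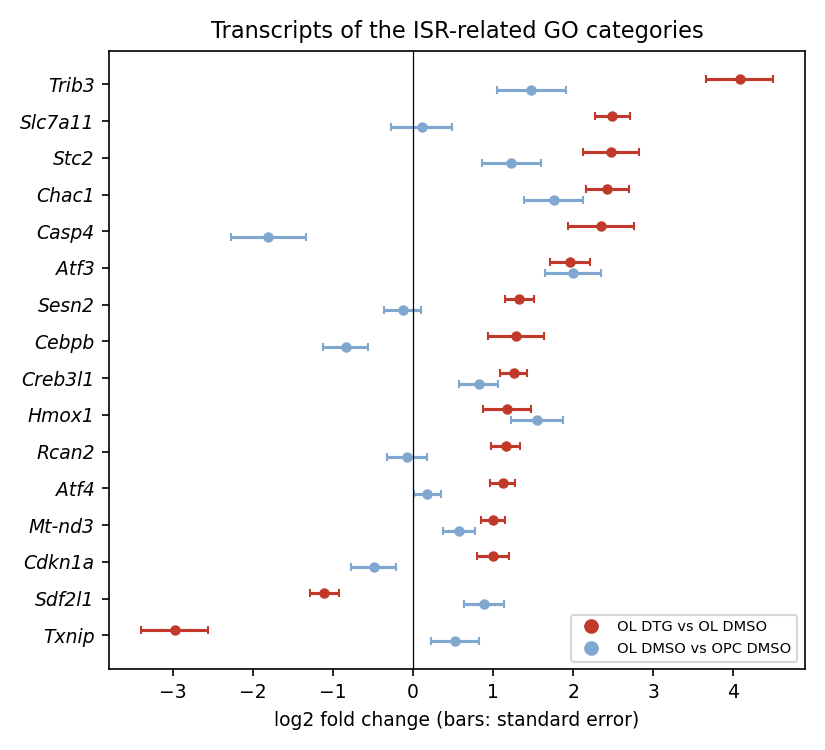
Log2 fold changes of the 16 transcripts with DTG in OLs and in differentiation from DMSO-treated OPCs to DMSO-treated OLs, with bars for the standard error. With DTG, 14 transcripts lie above 0 and 2 below.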

We were particularly interested to see significant transcriptional upregulation of tribbles pseudokinase 3 (*Trib3*), activating transcription factor 4 (*Atf4*), and Ccaat enhancer binding protein b *(Cebpb),* all of which are critically involved in the ISR (Figure 6b). *Trib3* was the single most highly upregulated transcript in DTG- vs. DMSO-treated OLs. While our sequencing data indicate that *Trib3* is normally upregulated during OL differentiation by approximately 285% (log2FoldChange = 1.51), it is robustly upregulated by approximately 1600% (log2FoldChange = 4.09) in DTG-exposed OLs compared to vehicle-treated OLs (Online Resource 5). 

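Trib3 (ENSRNOG00000007319), on chromosome 3 from 147813473 to 147819571 in these files, was counted at 24.0 ± 14.2 CPM in DTG-treated OLs and at 1.41 ± 0.493 CPM in DMSO-treated OLs. Its log2 fold change of 4.08 (standard error 0.42) was the highest of the genes called in this comparison (adjusted p = 0.00106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was positive in 4 of 4 pairs and lay between 3.6 and 4.31 when each library was left out in turn, and the call held in each of these fits. In DMSO-treated OLs against DMSO-treated OPCs the log2 fold change was 1.48 (standard error 0.43, adjusted p = 0.0128 from the same test). Trib3 was counted with few reads in OPCs, at 0.581 ± 0.35 CPM with DMSO in this comparison, which limits the precision of this value.

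**Figure D4:**
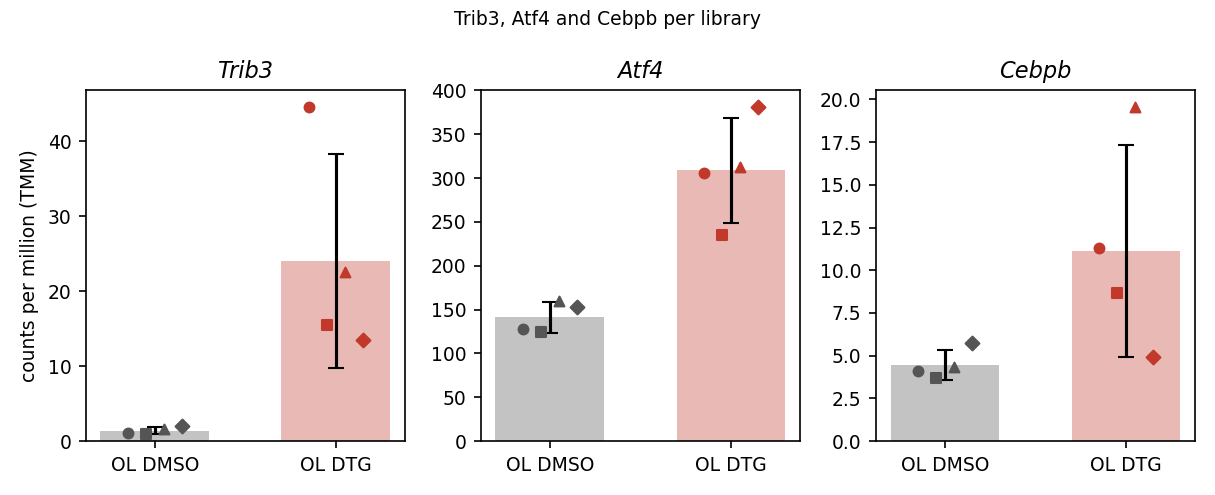
CPM of Trib3, Atf4 and Cebpb in the 4 DMSO-treated and 4 DTG-treated OL libraries, with bars for means, error bars for SD and 1 symbol per replicate number. The DTG-treated libraries lie above all DMSO-treated libraries for Trib3 and Atf4, and overlap with them for Cebpb.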

*Trib3* was sorted into two GO categories, “response to ER stress” and “intrinsic apoptotic signaling pathway in response to ER stress” (Online Resource 2). When expressed during ER stress, TRIB3 modulates the ISR partially by inhibiting the activity of ATF4, the primary effector of ISR activation (Jousse et al., 2007). Therefore, it was interesting to us that *Atf4* was a uniquely upregulated transcript in response to DTG exposure in OLs, approximately 120% (log2FoldChange = 1.12) higher than in vehicle-treated OLs (Online Resource 5) and was a member of 6 different significantly altered GO categories (Online Resource 2), a higher number than any other particular transcript. These were “positive regulation of transcription from RNA polymerase II promoter in response to ER stress,” “intrinsic apoptotic signaling pathway in response to ER stress,” “gluconeogenesis,” “response to ER stress,” “cellular response to amino acid starvation,” and “positive regulation of transcription from RNA polymerase II promoter in response to oxidative stress.” 

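Atf4 (ENSRNOG00000017801), on chromosome 7 from 121480723 to 121482772, was counted at 309 ± 59.9 CPM with DTG and at 141 ± 17.4 CPM with DMSO in OLs. The log2 fold change had a standard error of 0.16 and an adjusted p-value of 0.00512 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between 0.99 and 1.23 when each library was left out in turn. Atf4 remained called in 7 of these 8 fits. In DMSO-treated OLs against DMSO-treated OPCs, its log2 fold change was 0.18 (standard error 0.17, adjusted p = 0.38 from the same test). Atf4 is a member of 6 categories in Online Resource 2, and the next transcript is a member of 3.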

Finally, we identified *Cebpb* as a transcript of interest that was uniquely upregulated by approximately 150% (log2FoldChange = 1.32) in response to DTG (Online Resource 5) and a member of 3 GO categories (Online Resource 2): “positive regulation of transcription from RNA polymerase II promoter in response to ER stress,” “intrinsic apoptotic signaling pathway in response to ER stress,” and “response to ER stress.” 

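Cebpb (ENSRNOG00000057347), on chromosome 3 from 164424515 to 164425910, was counted at 11.1 ± 6.21 CPM with DTG and at 4.45 ± 0.886 CPM with DMSO in OLs. Its rise, with a standard error of 0.35, was seen in 3 of 4 pairs, and in replicate 4 Cebpb was at 4.95 CPM with DTG and at 5.72 CPM with DMSO. The rise did not pass the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate number as a block the adjusted p-value was 0.00551, with DESeq2's Wald test it was 0.00895, and Cebpb was called in both. When each library was left out in turn, its log2 fold change lay between 0.87 and 1.55 and passed in 1 of 8 fits. In DMSO-treated OLs against DMSO-treated OPCs, its log2 fold change was -0.84 (standard error 0.28, adjusted p = 0.0227 from the same quasi-likelihood test).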

As a binding partner of ATF4, C/EBPβ can modulate transcription of the downstream targets of ATF4. Additionally, C/EBPβ can transcriptionally repress ATF4 by binding to the upstream promoter, while ATF4 binds to the *Cebpb* promoter to induce expression. We have previously implicated the ISR as a mechanism of action by which some ART drugs impair OL maturation, and therefore validated the observed upregulations in *Trib3, Atf4,* and *Cebpb* transcription with qRT-PCR. By qRT-PCR, transcriptional expression of *Trib3, Atf4,* and *Cebpb* was significantly and robustly increased in OLs after DTG multistage exposure by approximately 2000% (Figure 6f), 120% (Figure 6g), and 170% (Figure 6h) respectively. Taken together, our sequencing data reveal that DTG exposure in developing OLs *in vitro* significantly impacts cellular mechanisms critical to appropriate OL maturation, in particular related to the ISR.

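The paper's line of reasoning starts from the genes that differ between DTG-treated and DMSO-treated OLs and sets aside those that would change in the opposite direction because maturation is delayed. It then notes that the genes that are unique to DTG, or raised above their rise in differentiation, make up most hits of the enriched GO categories, and that several of these categories concern ER stress, oxidative stress or amino acid starvation. From these categories, and from the rise of Trib3, Atf4 and Cebpb in sequencing and in qRT-PCR, the paper concludes that DTG affects mechanisms of OL maturation, in particular the ISR. The qRT-PCR values were not analysed here. Across 11714 genes, the log2 fold change with DTG in OLs and that of untreated OLs against untreated OPCs, which share no library, had a Pearson correlation of -0.153 (Spearman's rho -0.179). Genes are not independent replicates, and the jackknife standard error over the 4 replicate numbers was 0.113. Without replicate 4 the Pearson correlation was -0.037 and Spearman's rho was 0.018.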

### Multistage Treatment with DTG Activates the Integrated Stress Response in Differentiating Oligodendrocytes

The ISR is an evolutionarily conserved cytoprotective pathway that is active in eukaryotic cells and significantly contributes to OL homeostasis and proper white matter formation (Chen et al., 2019; Lin et al., 2007). Upon activation, various intracellular and extracellular stressors activate kinases which phosphorylate the eIF2α protein, subsequently resulting in the activation and nuclear translocation of the ATF4 effector protein, which shuts down global protein translation while translating a specific set of mRNAs which aid in bringing the cell back to physiological homeostasis. Previous studies from our research group have implicated the ISR as a mechanism underlying not only ART-drug mediated, but HIV-1 induced CNS damage (Akay et al., 2014; Roth et al., 2021; Roth et al., 2021), and our RNA sequencing data reveal that DTG strongly induces transcriptional changes suggestive of increased ISR activation. To assess ISR activation, we ran Western blots with protein lysates from multistage DTG-treated cells to detect phosphorylated eIF2α protein levels (Figure 7a). Interestingly, we found that exposure to 8 μM and 24 μM DTG concentrations significantly increased the ratios of phosphorylated eIF2α protein to total eIF2α protein after 72 hours of OPC differentiation (Figure 7b). To assess changes in ATF4 activation, we assessed ATF4 nuclear intensity using immunostaining on multistage DTG-treated cells (Figure 7c) and found DTG significantly increased the amount of nuclear-localized ATF4 protein in a concentration dependent manner (Figure 7d). To assess whether ISR activation was specific to multistage DTG exposure, we performed ATF4 immunostaining on OPCs exposed to DTG for 24 hours during proliferation (Supp. Figure 6a) or on differentiated OLs exposed to DTG solely during differentiation (Supp. Figure 6c). In either case, no changes in ATF4 nuclear intensity were observed (Supp. Figure 6b,d), revealing that the mechanism underlying impaired OL maturation with exposure to 24 µM DTG during proliferation or differentiation must be independent of ISR activation, and that ISR activation in OLs is a result of multistage exposure to DTG.

**Figure 7.**
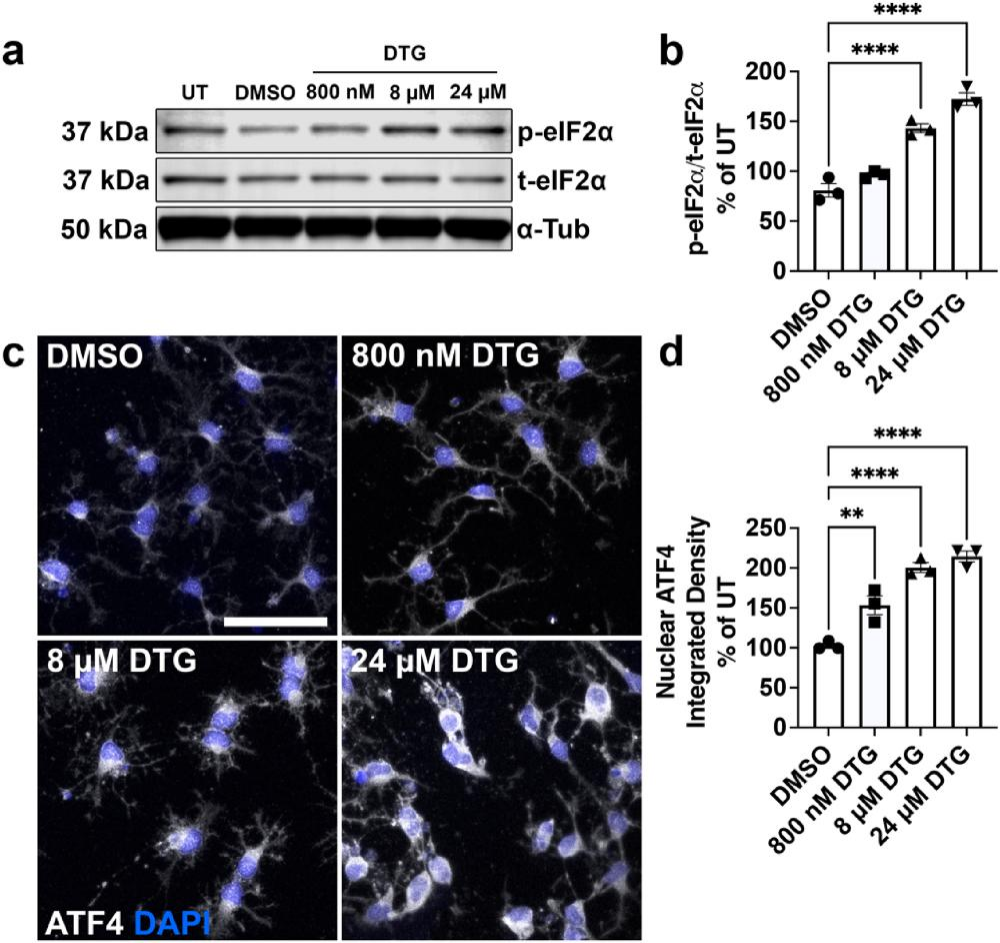
Multistage exposure to DTG activates the ISR in differentiating OLs. (a) Representative immunoblots of phospho-eIF2α and total-eIF2α after multistage exposure to DTG. Densitometry analyses show significantly increased activated eIF2α, (b) after multistage exposure to either 8 µM or 24 µM DTG, *n* = 3/group. (c) Representative images of differentiated OLs after multistage treatment with DTG (800 nM, 8 µM, or 24 µM) and immunostained for ATF4 (white) and DAPI (blue). Scale bar = 50 µm. Quantification of the integrated density of nuclear ATF4, (d) shows significantly increased nuclear ATF4 in differentiated OLs after multistage exposure to all doses of DTG, *n* = 3/group. One-way ANOVA with Dunnett post-hoc test to compare all treatment groups to DMSO. **p < 0.01, ****p < 0.0001.

### DTG Acts on Mechanisms Independent of the ISR to Inhibit OL Differentiation

Based on the observed ISR activation in oligodendroglial cultures after multistage DTG treatment, we attempted to rescue the inhibition of OL differentiation induced by multistage 800 nM, 8 µM, or 24 µM DTG exposure by inhibiting ISR activity using the ISR inhibitor (ISRIB) (Sidrauski et al., 2015). Initially, we attempted to add ISRIB concurrently with DTG into our OPC cultures during the 24-hour proliferation treatment; however, this resulted in OPC death (data not shown). Therefore, we treated the OPCs with DTG alone during 24 hours of proliferation before switching to differentiation medium with both DTG and ISRIB for 72 hours (Figure 8a). However, immunostaining for mature OLs (Figure 8b) showed no changes in GalC+ (Figure 8c) or PLP+ (Figure 8d) OL numbers with the addition of ISRIB treatment relative to DTG alone. Likewise, Western blotting for myelin proteins (Figure 8e) did not reveal ISRIB-mediated rescue of reduced MBP (Figure 8f) or PLP (Figure 8g) expression caused by DTG. Despite the strong increase in ISR activation, our data suggest that DTG does not solely act through the ISR to inhibit OL differentiation *in vitro*.

**Figure 8.**
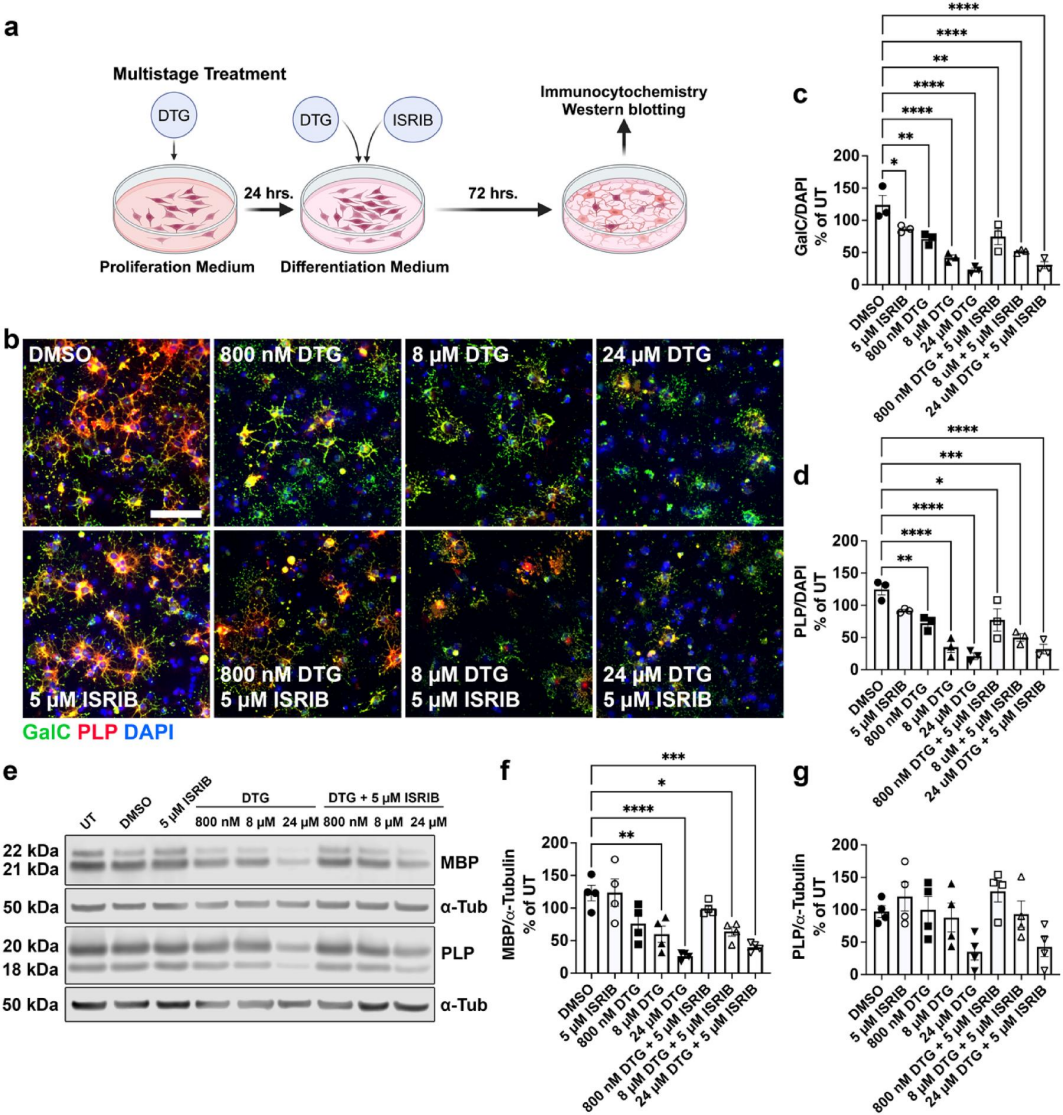
Inhibiting the ISR does not rescue OL differentiation deficits caused by multistage DTG exposure. (a) Diagram of multistage treatment paradigm with DTG and ISRIB during OPC proliferation and OL differentiation. (b) Representative images of differentiated OLs after multistage treatment with DTG (800 nM, 8 µM, or 24 µM) with or without 5 µM ISRIB and immunostained for GalC (green), PLP (red), and DAPI (blue). Scale bar = 75 µm. Quantification of the number of GalC^+^ (c) and PLP^+^ (d) cells shows significantly fewer differentiated OLs after multistage exposure to DTG without rescue by ISRIB, *n* = 3/group. (e) Representative immunoblots of MBP and PLP after multistage exposure to DTG with or without ISRIB. Densitometry analyses do not show rescue by ISRIB in MBP, (f) expression and no effects on PLP, (g) expression, *n* = 4/group. One-way ANOVA with Šídák’s post-hoc test to compare all treatment groups to DMSO and each DTG dose group to DTG + ISRIB. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## Discussion

In our study, we demonstrate that DTG exposure across multiple stages of OL development inhibits appropriate differentiation and myelin protein expression. It is striking that a dose as small as 10x lower than human plasma C_max_ significantly impairs OL differentiation when applied across proliferation and differentiation since DTG crosses the placental barrier at about 1.25x maternal plasma levels (Mulligan et al., 2018; Waitt et al., 2019) and is readily prescribed to mothers throughout gestation, during active OPC expansion and early differentiation in the fetus. While our purified OL *in vitro* system does not enable us to measure myelination, this model is excellent for identifying effects on oligodendrocyte differentiation, which occurs robustly during late-stage human fetal gestation. Myelination, by contrast, occurs largely postnatally. However, because OLs continue to differentiate throughout neurodevelopment, our study also provides conclusions that may be applicable beyond gestation. Therefore, our observations may critically aid both the formation of data-driven recommendations for the use of DTG during pregnancy and the improvement of guidelines for the use of DTG-based ART regimens during childhood and adolescence when developmental myelination peaks. These groups may have high vulnerability to white matter changes due to DTG due to continued OPC proliferation and OL differentiation with ongoing myelination through adolescence and into early adulthood.

Due to their highly efficient transfer across the placental barrier, DTG, ABC, and 3TC have the potential to elicit neurodevelopmental side effects in the developing fetus (Best et al., 2006; Chappuy et al., 2004; Moodley et al., 1998; Mulligan et al., 2018; Waitt et al., 2019). ART drug transfer across the BBB in the developing fetus may be more robust than in adults as BBB permeability continues to decrease after birth (Butt et al., 1990; Daneman et al., 2010). Additionally, it is not known whether these drugs accumulate in the white matter during gestational development, as some ART drugs do in the adult population (Ferrara et al., 2020). For these reasons we examined a range of doses for all three drugs (10% C_max_, C_max_, and 300% C_max_) in order to thoroughly elucidate their effects on OL development *in vitro.* It is particularly vital to underscore that even at 300% C_max_, neither ABC nor 3TC had any measurable effect on OL differentiation *in vitro,* while conversely DTG significantly impaired OL maturation at a low dose of 10% C_max_. However, we cannot exclude the possibility that a combination of ABC and 3TC (or DTG in combination with either) would have an additive effect on OL differentiation.

The strongest effects of DTG on OL maturation were observed when any of the three concentrations used were applied during both OPC proliferation and OL differentiation, while 24 µM DTG was sufficient to impede OL maturation if applied only during proliferation or differentiation. Our data therefore reveal that there is an additive effect of exposure to DTG during multiple stages of OL development. These data are particularly important as treatment of pregnant women with DTG exposes both proliferating OPCs and differentiating OLs during gestation. Although exposure to 800 nM or 8 µM DTG during OPC proliferation additively inhibits OL maturation with exposure to DTG during differentiation, no transcriptional changes were observed in OPCs exposed to 8 µM DTG for 24 hours. These findings suggest that DTG may act on cellular mechanisms outside transcription during OPC proliferation and may then induce significant transcriptional changes in differentiating OLs that additively inhibit OL maturation at lower doses. Additionally, we observed that 24 µM DTG impairs OL maturation even when only applied during proliferation, which suggests the changes occurring in proliferating OPCs exposed to 24 µM DTG have a long-term effect on their ability to differentiate without affecting proliferation itself. It is also key to note that 24 µM DTG similarly impairs OL maturation when applied only during differentiation, or even when delayed until late differentiation. Collectively, our data reveal that 24 µM DTG negatively affects OL maturation even when exposure is limited to distinct phases of OL development. These data may be important to consider as some ART drugs accumulate in the white matter of the brain (Ferrara et al., 2020) and even short-term exposure to a high concentration of DTG impairs OL production.

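The response to DTG was compared between stages with a test of the difference itself. Among 13734 genes, 0 were called for a difference in log2 fold change with DTG between OLs and OPCs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 368 had an unadjusted p-value under 0.05. A gene that was not called can still differ in its response. The replicate number as a block, an alternative set before the data were examined, called 0 genes, and 614 had an unadjusted p-value under 0.05. A fit with the replicate number as a block within each stage, added after the values were seen, called 5 genes, and 1025 had an unadjusted p-value under 0.05. DESeq2's Wald test called 4 genes, Ifi27l2b, Gbp5, Arrdc4 and Asns, which were named after their values were seen. In the simulated interaction, 22.1% of the calls of DESeq2's Wald test were false, against 7.8% for edgeR's quasi-likelihood test, which recovered 29.6% of the changed genes. The spread in this simulation held the difference between OPCs and OLs. These shares therefore do not describe the real libraries and do not decide whether the 4 calls are false. Of the 127 genes that the paper lists for OLs, 111 were tested in OPCs. Adjusted over the list alone, 0 of them passed without a block, and 4 had an unadjusted p-value under 0.05. With the replicate number as a block, 20 had an unadjusted p-value under 0.05 and 3 passed, Txnip (log2 fold change -0.69), Mt-nd2 (1.00) and Mt-atp8 (0.81), each with an adjusted p-value of 0.0381 over the list and of 0.504 over all genes (edgeR's quasi-likelihood test with a replicate block and Benjamini-Hochberg adjustment). Each of the 3 changed in 1 direction in 4 of 4 pairs. The paper chose the list on OL libraries, which are not part of the OPC comparison. Signed by their direction in OLs, the 111 genes differed by a mean of 0.217 on the log2 scale between DTG-treated and DMSO-treated OPCs, in 4 of 4 pairs (two-sided exact permutation test over 35 splits of the 8 libraries, p = 0.0857).

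**Figure D5:**
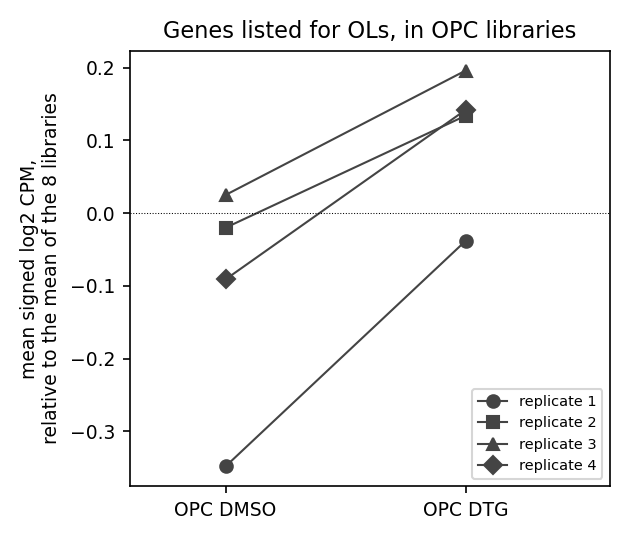
Mean log2 CPM of 111 genes listed for OLs, signed by their direction in OLs and given relative to the mean of the 8 OPC libraries, with 1 line per replicate number. The score is higher in the DTG-treated library of each pair.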

Although multistage treatment with DTG results in strong activation of the ISR in a dose-dependent manner, treating only during proliferation or differentiation with a high dose of DTG reduces OL differentiation without concurrent ISR activation. Interestingly, while other ART drugs such as elvitegravir impair OL differentiation via ISR activation (Roth et al., 2021), our data using ISRIB to inhibit the ISR suggests that DTG activates other mechanisms in conjunction with the ISR to inhibit OL maturation despite its strong activation. It is possible that ISRIB rescues impaired OL differentiation in the presence of elvitegravir but not DTG, even though both drugs elicit ISR activation, because OL maturation is strongly inhibited by elvitegravir exposure solely during differentiation. As such, inhibition of the ISR need only occur during differentiation to rescue elvitegravir-induced OL differentiation deficits, while DTG may act to prime ISR activation during OPC proliferation when ISRIB cannot be utilized without killing the cells. Alternatively, the difference in these two integrase inhibitors may be activation of other mechanisms by DTG contributing to impaired OL differentiation, such as mitochondrial stress. The toxic effects of ISRIB exposure on OPCs may be due to its inhibition of eIF2α, which has numerous targets in the ISR. One method to circumvent this limitation would be to use anti-sense oligonucleotides to inhibit *Atf4* or other significantly altered ISR effectors from our RNAseq data. While outside of the scope of this study, such experiments would demonstrate whether ISR activation, including during OPC proliferation, is integral to DTG impairment of OL differentiation. Regardless, we cannot exclude the possibility that ISR activation additively contributes to the differentiation deficit we observed. Additionally, it is important to note that ISR activation may have other deleterious effects on OL function, including myelin wrapping and maintenance, that we did not investigate in our *in vitro* models.

There are, of course, numerous possible mechanisms of interest that might contribute to the impairment of OL differentiation. In other cell types, DTG has been shown to modulate calcium signaling via increasing uptake of extracellular calcium (Al Mamun Bhuyan et al., 2016), cause mitochondrial dysfunction and an increase in reactive oxygen species (George et al., 2021), and impair lysosomal function and autophagy (Hui et al., 2021). Published studies show that calcium signaling and normal mitochondrial and lysosomal function are all critical for OL development and myelination (Gregorio et al., 2024; Paez & Lyons, 2020; Schoenfeld et al., 2010). Indeed, our lab previously demonstrated that another INSTI ART drug, bictegravir, as well as two PI drugs, saquinavir and darunavir, all result in lysosomal deacidification that blocks the progression of OL development (Festa et al., 2021; 2023; Long et al., 2025). Future studies will be needed to identify the mechanism(s) responsible for DTG-induced OL maturation deficits and their interactions with the ISR.

We observed numerous significant transcriptional changes indicative of ISR activation in OLs exposed to 8 µM DTG during both proliferation and differentiation. We were particularly interested in *Trib3, Cebpb,* and *Atf4* as they have interconnected roles in the ISR. Both TRIB3 and CEBP/β are binding partners for ATF4 that modulate expression of ATF4 transcriptional targets. When ATF4 is activated, it promotes transcription of *Trib3*, which in turn negatively regulates the transcriptional activity of ATF4. CEBP/β interacts with ATF4 to modulate ATF4 transcriptional activity, and both CEBP/β and ATF4 have been shown to bind to the *Trib3* promoter region (Carraro et al., 2010). Interestingly, *Trib3* was the most significantly upregulated gene by fold-change in mature OLs exposed to DTG. Previous work has demonstrated upregulation of TRIB3 occurs in OLs prior to spontaneous CNS demyelination in young adult *Dmy* rats with an autosomal recessive mutation causing mitochondrial dysfunction, OL hypertrophy, and OL death, and this increased TRIB3 expression also associates with increased oxidative stress (Shimotsuma et al., 2016). The remarkable upregulation of *Trib3* by 2000% in response to DTG exposure during OL differentiation may strongly reduce ATF4 transcriptional activity, even when *Atf4* expression is upregulated and ATF4 is translocated to the nucleus as we observed. In this case, it may also explain why our attempted rescue of OL maturation with ISRIB was ineffective – perhaps ISR activation is already adequately suppressed by TRIB3 and another mechanism related to TRIB3 is responsible for impaired OL differentiation. Alternatively, TRIB3 has been shown to inhibit the protein kinase B (AKT)/mechanistic target of rapamycin (mTOR) intracellular signaling pathway in other cell types (Saltykova et al., 2021; Zhang et al., 2019). Published data show that activation of AKT/mTOR signaling is necessary for appropriate OL differentiation and developmental myelination (Tyler et al., 2009; Wahl et al., 2014). Therefore, TRIB3-mediated inhibition of AKT/mTOR signaling would very likely negatively impact OL maturation.

Our work directly addresses a highly relevant clinical concern for PWH, particularly pregnant women. The positive impact of ART, which has effectively extended the lifespan of PWH to that of those living without infection by suppressing viral replication, is counterbalanced by potential effects of long-term ART use on brain development and function. Duration of ART use correlates with severity of white matter abnormalities in the brain of PWH on ART that are strongly associated with cognitive dysfunction (Jernigan et al., 2011; Underwood et al., 2017). However, limited clinical data is available on the impact of exposure to ART during gestation when OPC populations greatly expand, or during critical phases of developmental and adolescent myelination when ART exposure may have unintended side effects on white matter health. Along with the estimated 1.3 million PWH who become pregnant each year, there are approximately 2.4 million children and adolescents living with HIV worldwide. Both of these groups may be impacted by ART regimens that negatively affect white matter development, such as those containing DTG that impair OL maturation as suggested by our data. Insufficient developmental differentiation of OLs is associated with hypomyelination, which in turn impairs neurological function. Given the necessity of using ART drugs during pregnancy to prevent vertical transmission of HIV, it will be critical for future work to elucidate which ART drugs impact oligodendroglial development and ongoing neurodevelopment in prenatally-exposed children and the mechanisms by which they do so. Importantly, it is again critical to note that neither ABC nor 3TC exhibited any measurable effects on OL maturation *in vitro*, and indeed other select ART drugs similarly do not impact OL development (Jensen et al., 2015; Roth et al., 2021) which suggests prioritization of studies to determine if drugs that do not affect white matter development are also effective in blocking HIV replication and transmission. Our study provides data for evidence-based decisions for clinical trial design to study ART regimens used to treat pregnant women and children with HIV, maximizing viral suppression, while minimizing impact on CNS development. Our hope is that this current study and future research will enable identification of the best ART regimens for preventing HIV replication and transmission with the fewest number of neurobiological side effects.

## Supplementary Material

Online Resource 3 Significant DEGs OPCs DMSO vs OLs DMSO Raw Data.xlsx

Online Resource 2 GO Analysis OL DMSO vs OL DTG Significant GO Categories.xlsx

Online Resource 5 Significant DEGs OL DMSO vs OL DTG Comparison to OPC DMSO vs OL DMSO Sorted and Color Coded Data.xlsx

Online Resource 4 GO Analysis DMSO OPC vs DMSO OL Significant GO Categories.xlsx

Online Resource 1 Significant DEGs OL DMSO vs OL DTG Raw Data.xlsx

Manuscript Supplemental Figures Revised.docx

## Data Availability

All raw and metadata associated with bulk RNA sequencing and gene expression analyses are publicly available at the Gene Expression Omnibus (GEO) database, accession code GSE290215.

# Supplementary material for: Exposure to Frontline Antiretroviral Dolutegravir Disrupts Oligodendrocyte Development Across Differentiation Stages
**Source:** ASN Neuro. 2026 Mar 29;18(1):2647877. doi: 10.1080/17590914.2026.2647877
**Supplement:** Manuscript Supplemental Figures Revised.docx

**
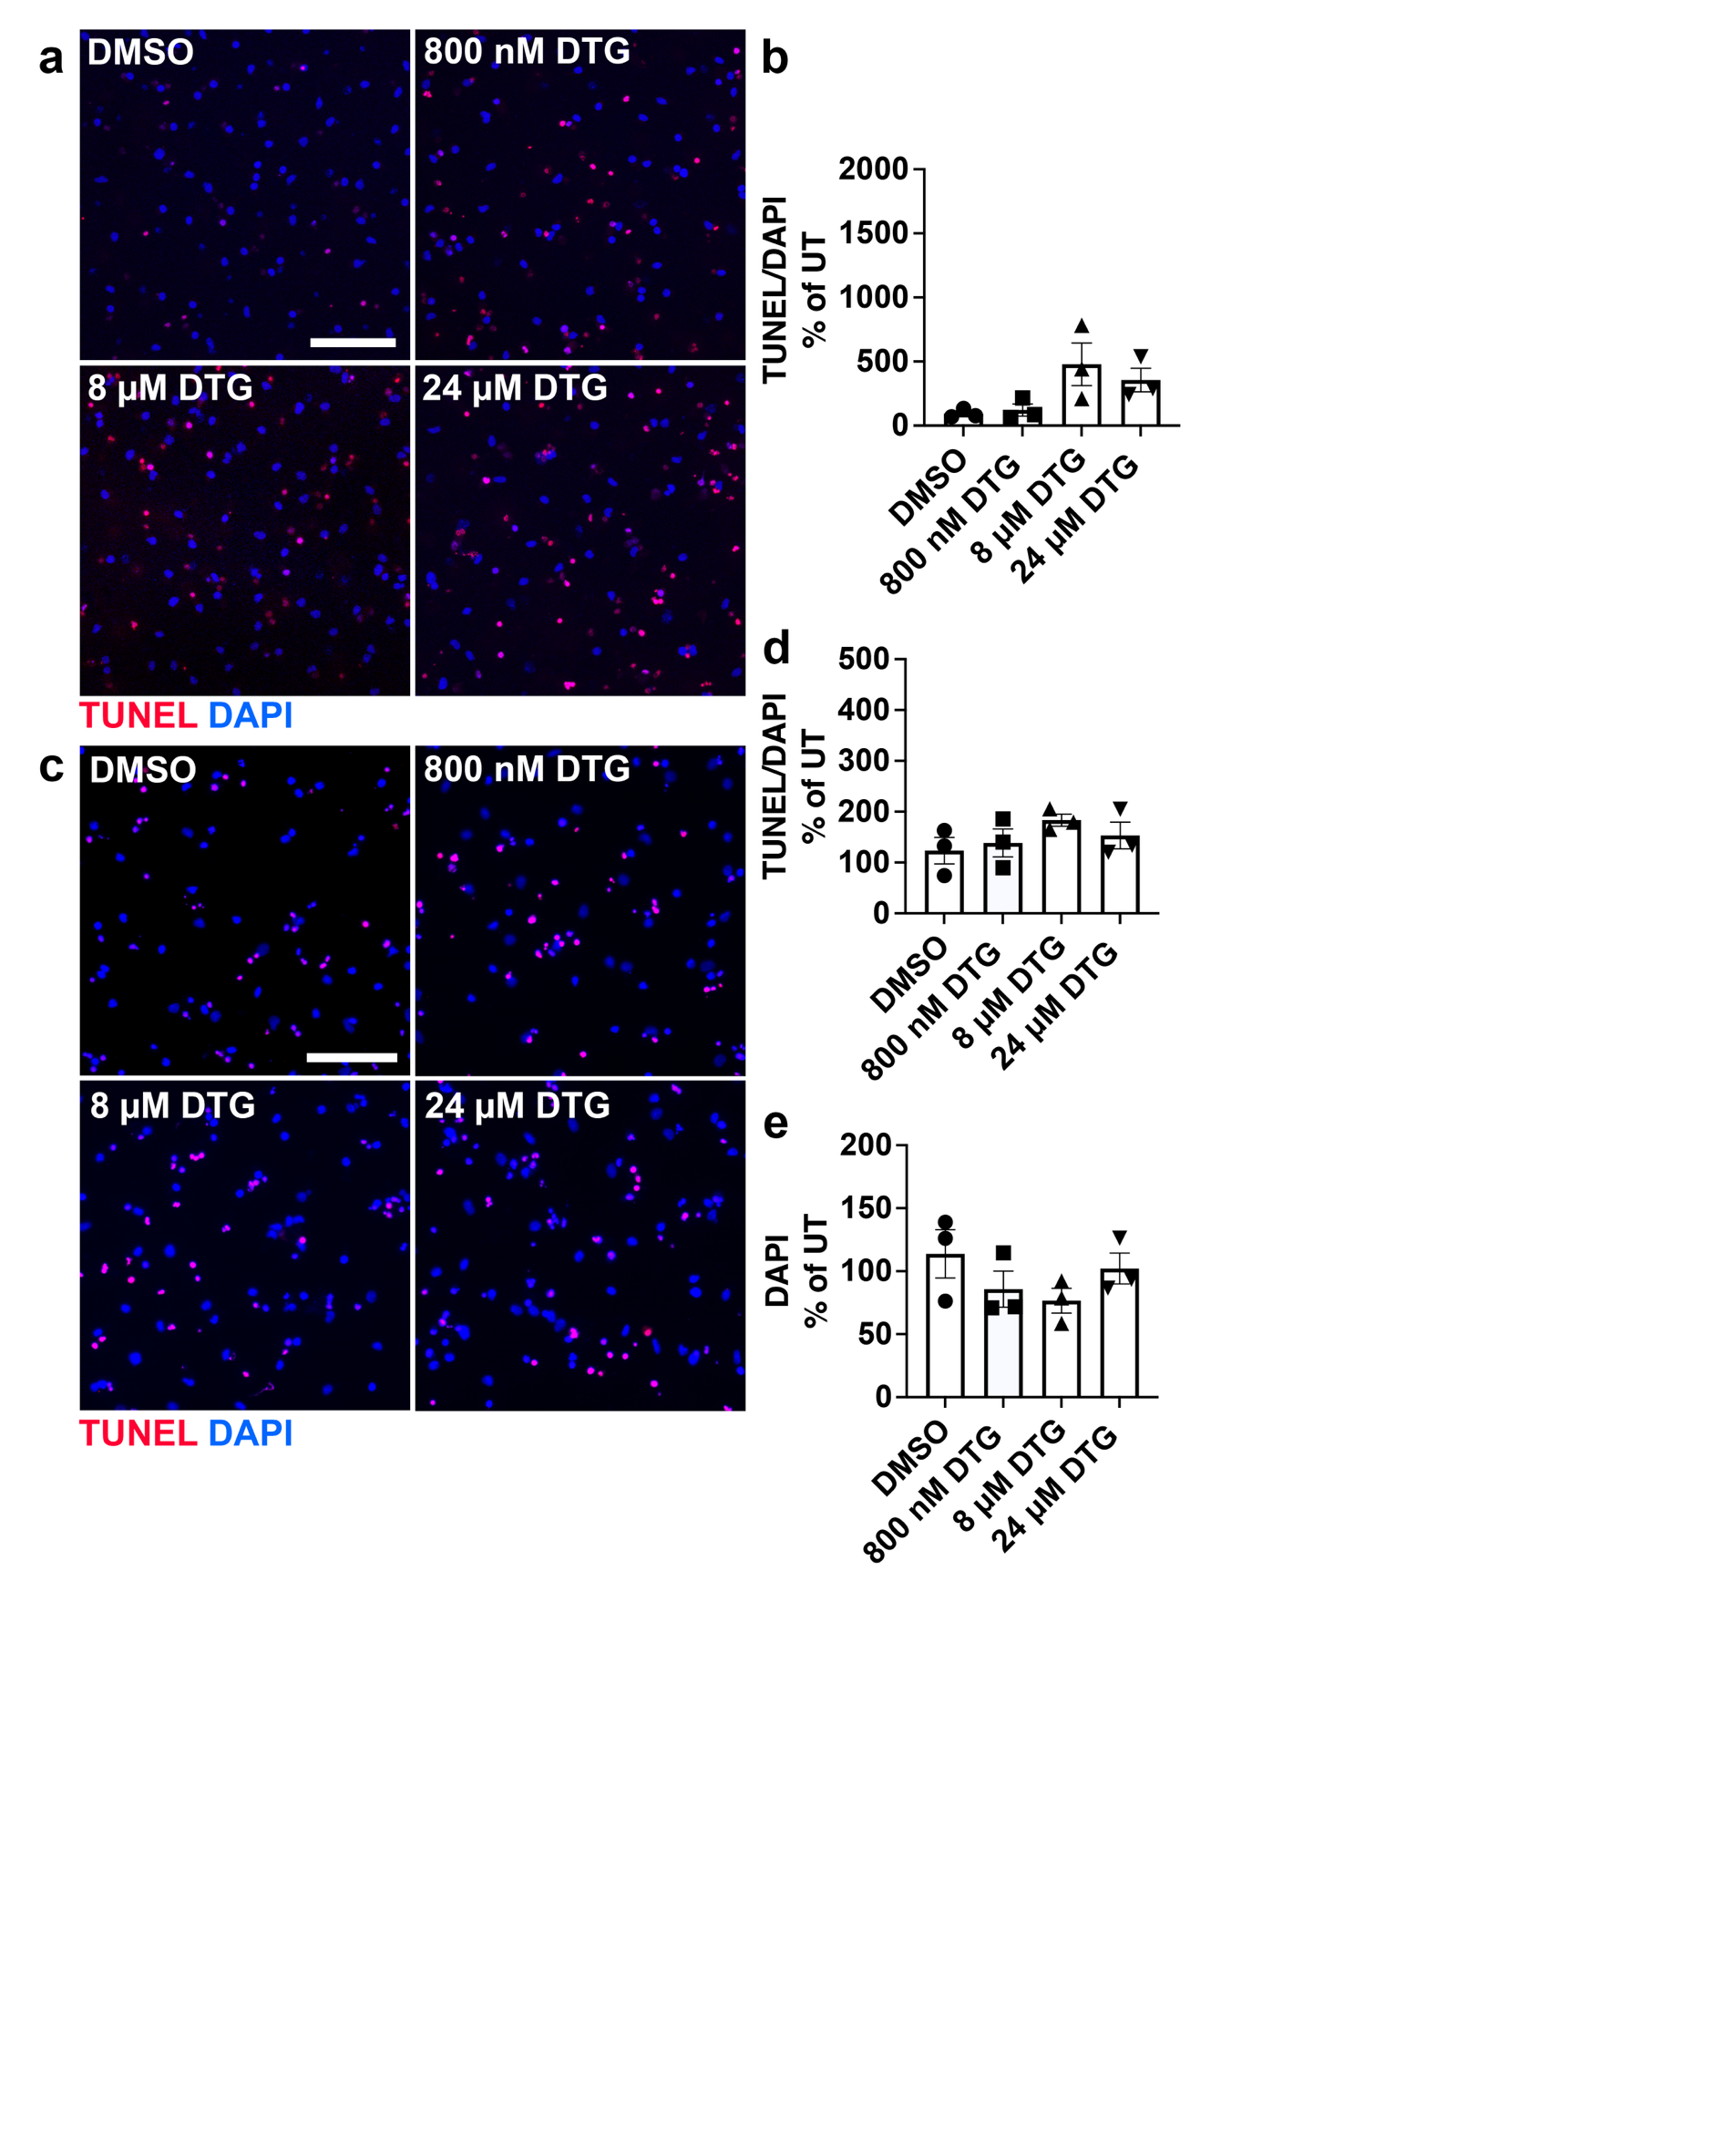
**

**Supplemental Figure 1. Multistage DTG exposure, even when extended, does not alter numbers of apoptotic cells. a)** Representative images of differentiated OLs after multistage treatment with DTG (800 nM, 8 µM, or 24 µM) and stained for TUNEL (red) and DAPI (blue). Scale bar = 75 µm. Quantification of the number of TUNEL^+^ cells **(b)** shows no change in late-stage apoptotic cells after multistage exposure to DTG, n = 3/group. **(c)** Representative images of differentiated OLs after an additional 48 hours of exposure to DTG (800 nM, 8 µM, or 24 µM) and stained for TUNEL (red) and DAPI (blue). Scale bar = 75 µm. Quantification of the number of TUNEL^+^ cells **(d)** shows no change in late-stage apoptotic cells even after extended DTG exposure, n = 3/group. **e)** Quantification of the total number of DAPI^+^ cells is unchanged even after extended exposure to 800 nM, 8 µM, or 24 µM DTG, n = 3/group. One-way ANOVA with Dunnett post-hoc test to compare all treatment groups to DMSO.

**
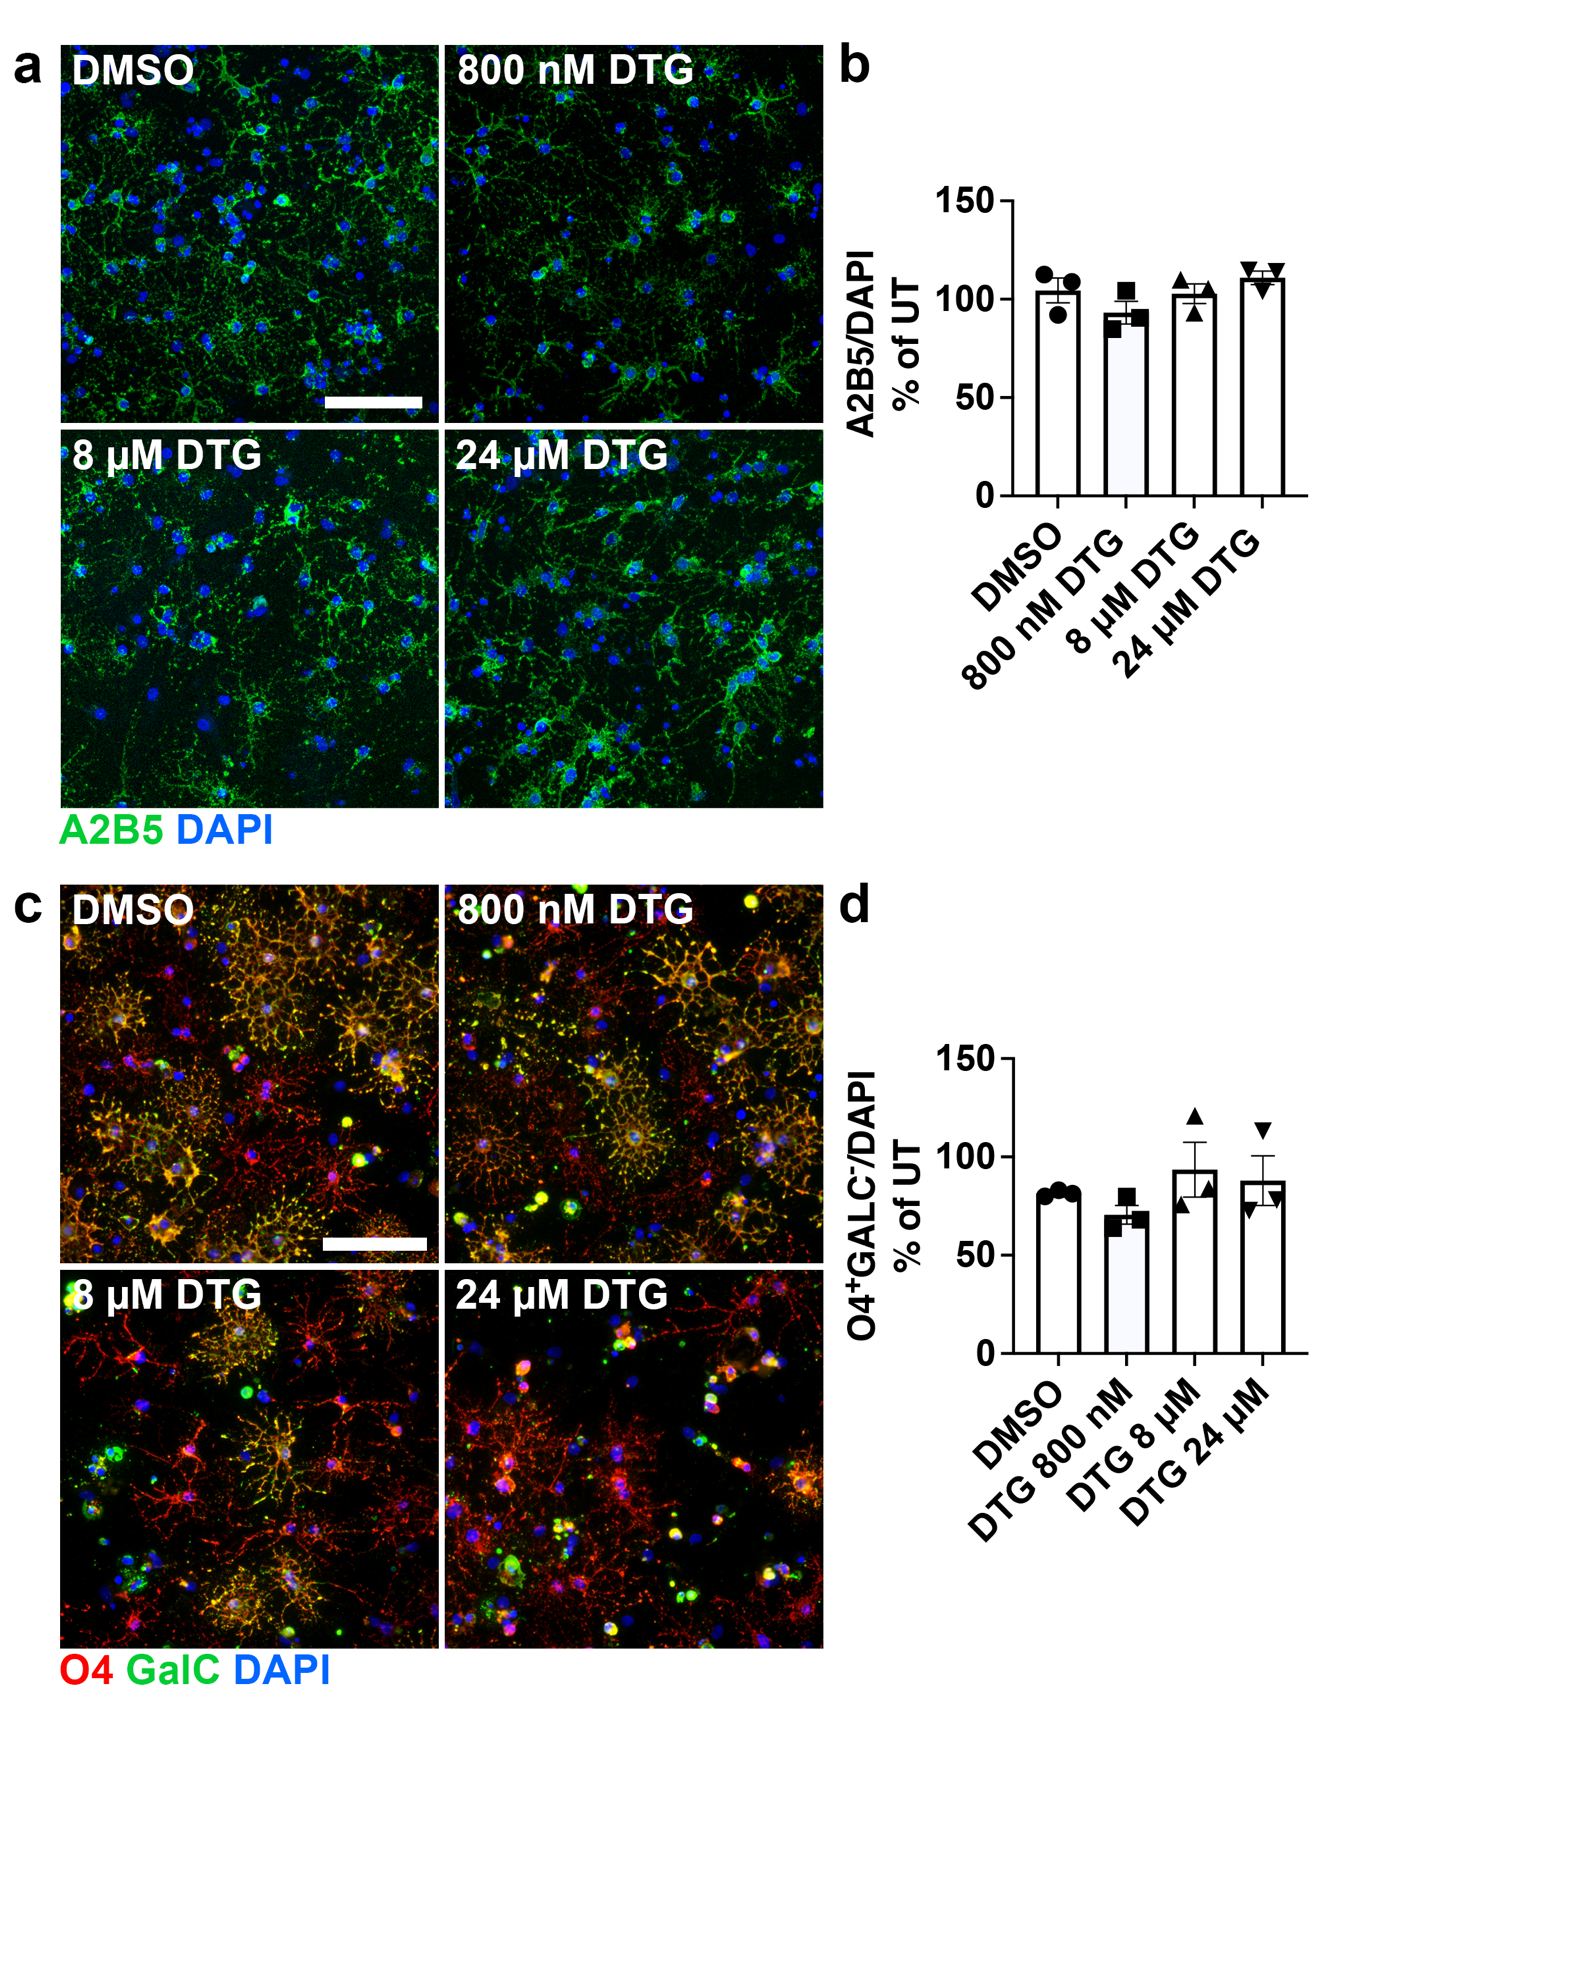
**

**Supplemental Figure 2. Multistage DTG exposure specifically inhibits late-stage OL maturation without affecting OPC or early OL numbers. a)** Representative images of OPCs after multistage treatment with DTG (800 nM, 8 µM, or 24 µM) and stained for A2B5 (green) and DAPI (blue). Scale bar = 75 µm. Quantification of the number of A2B5^+^ cells **(b)** shows no change in OPCs after multistage exposure to DTG, n = 3/group. **c)** Representative images of OLs after multistage treatment with DTG (800 nM, 8 µM, or 24 µM) and stained for O4 (red), GalC (green), and DAPI (blue). Scale bar = 75 µm. Quantification of the number of O4^+^/GalC^-^ early OLs **(d)** shows no change in early OL differentiation after multistage exposure to DTG, n = 3/group. One-way ANOVA with Dunnett post-hoc test to compare all treatment groups to DMSO.

**
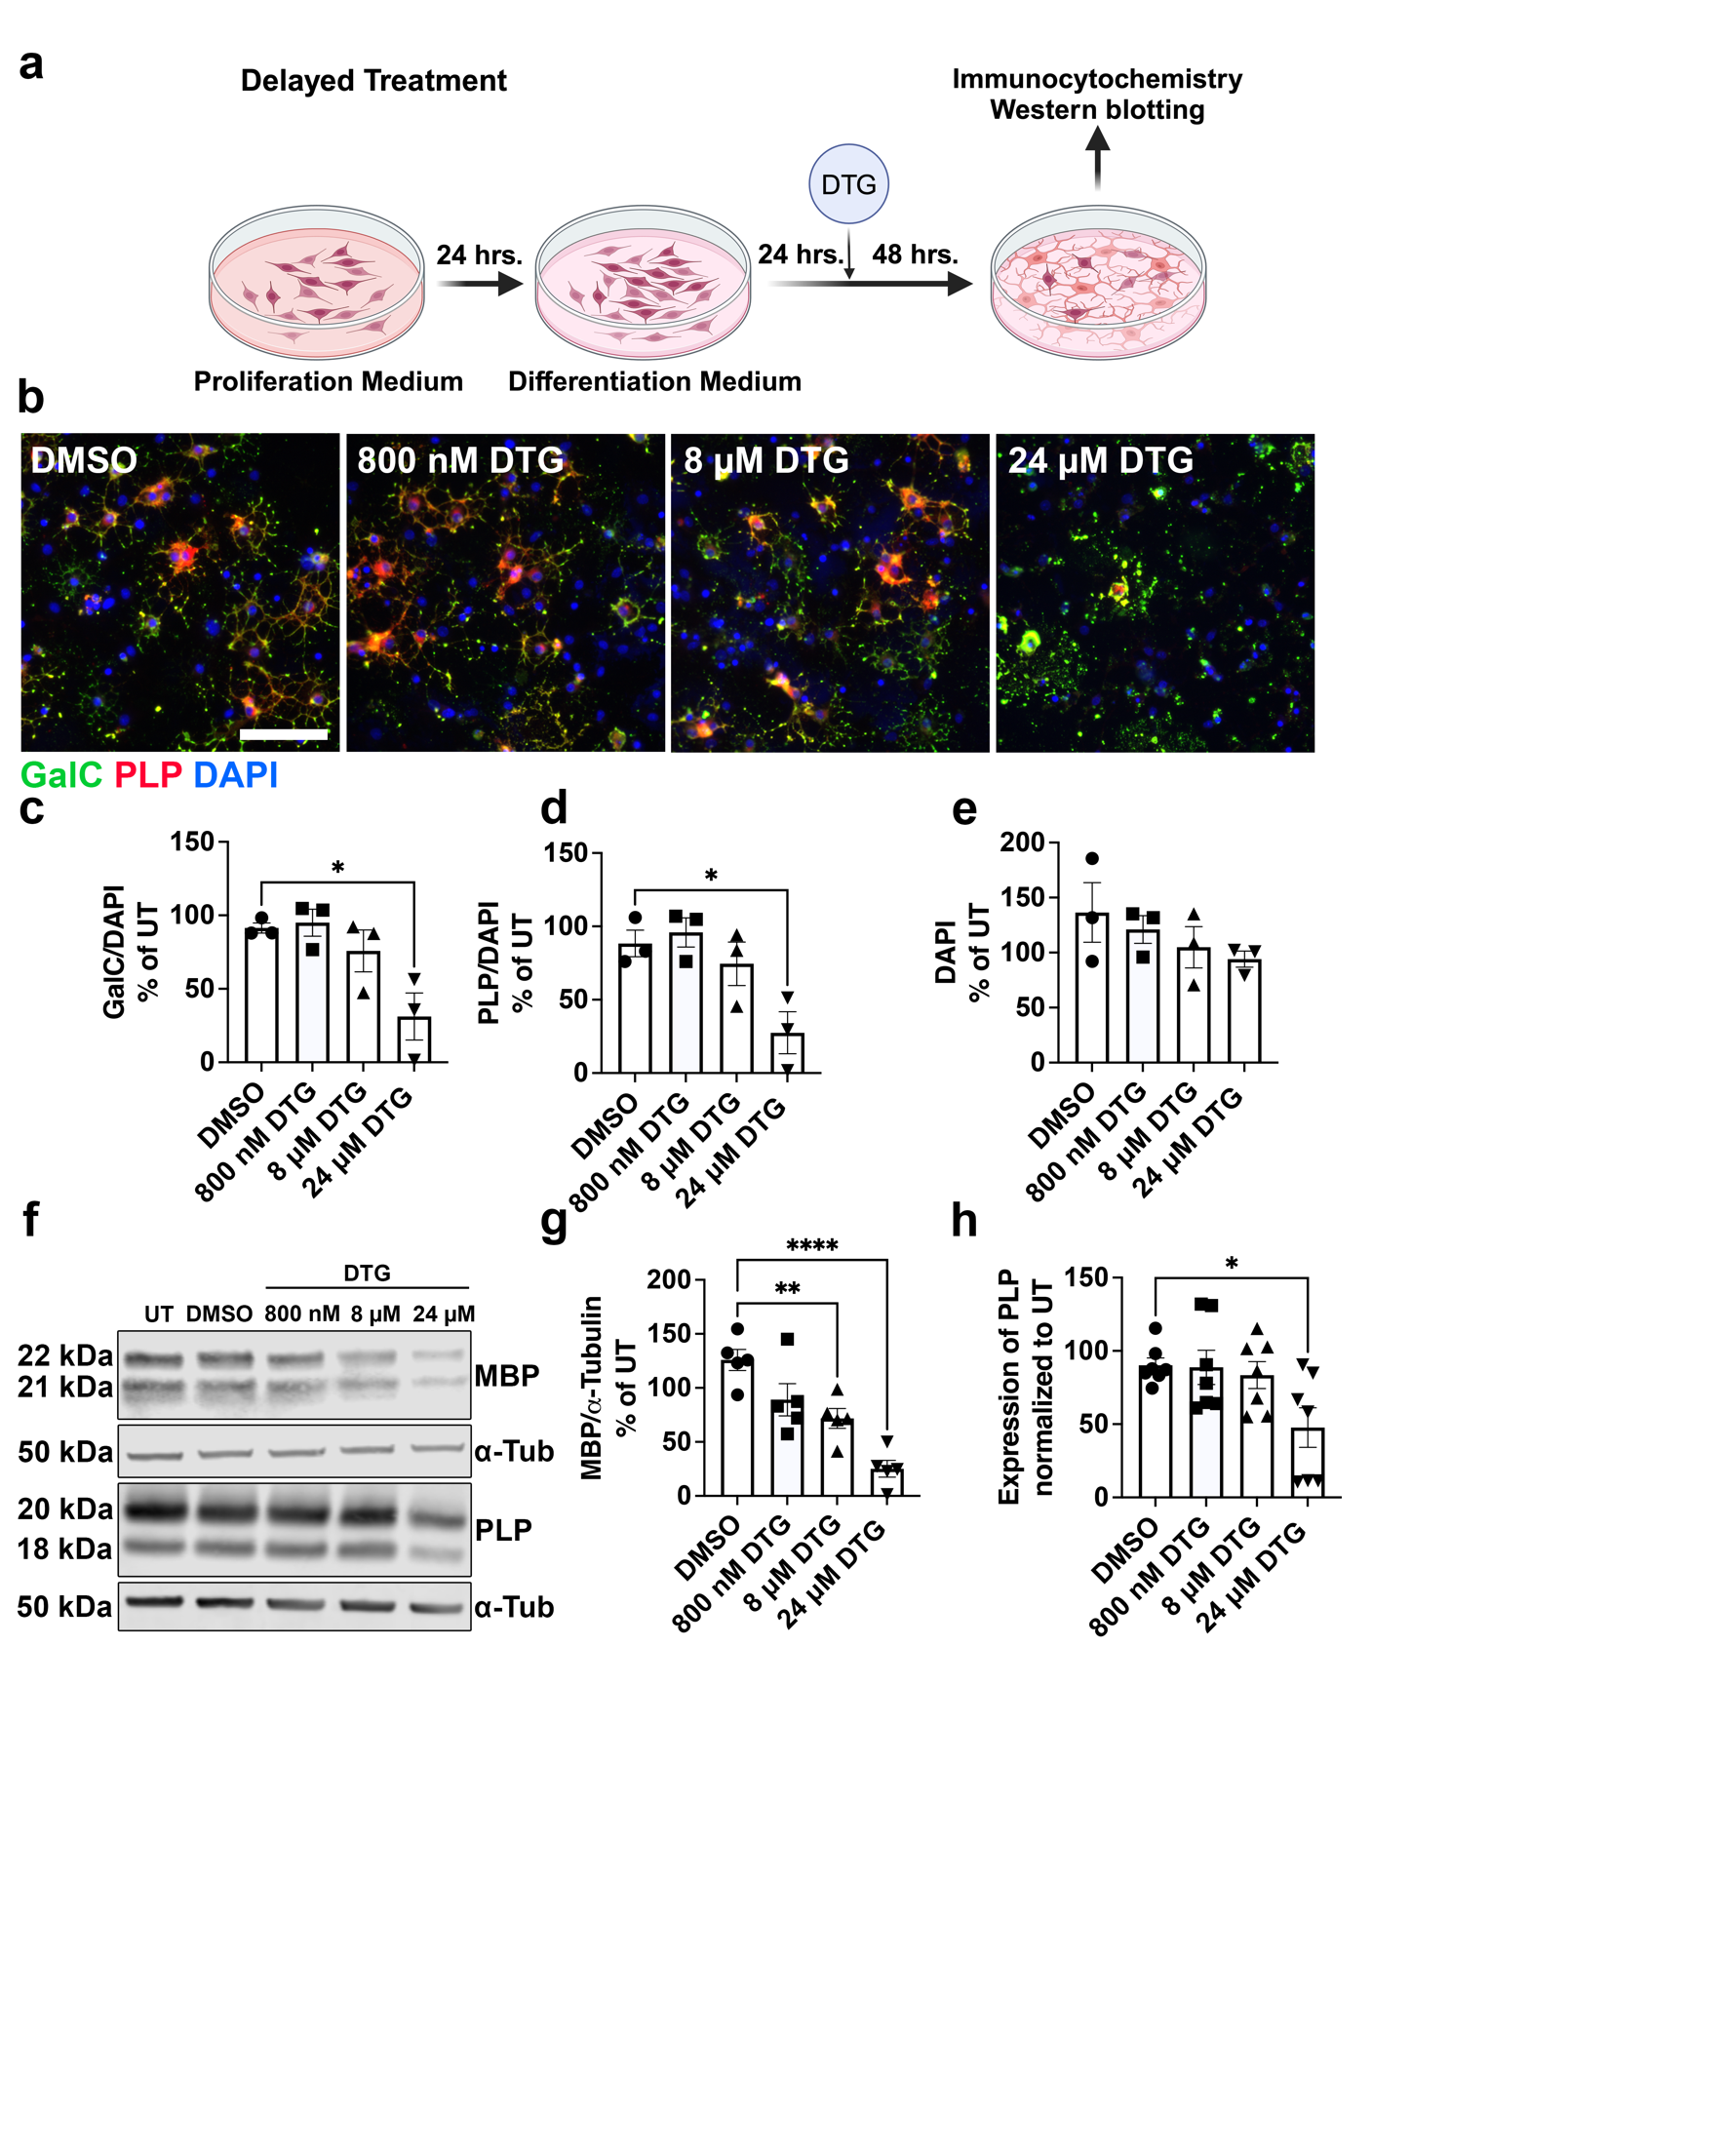
Supplemental Figure 3. Delayed treatment of OLs during differentiation with 24 µM DTG reduces OL maturation. a)** Diagram of delayed differentiation treatment paradigm with DTG. **b)** Representative images of differentiated OLs after delayed differentiation treatment with DTG (800 nM, 8 µM, or 24 µM) and immunostained for GalC (green), PLP (red), and DAPI (blue). Scale bar = 75 µm. Quantification of the number of GalC^+^ **(c)** and PLP^+^ **(d)** cells shows significantly fewer differentiated OLs after delayed differentiation exposure to 24 µM DTG without an effect on total number of DAPI^+^ cells **(e)**, n = 3/group. **f)** Representative immunoblots of MBP and PLP after differentiation exposure to DTG. Densitometry analyses show significantly less MBP **(g)** and PLP **(h)** expression after 24 µM DTG exposure, n = 5-7/group. One-way ANOVA with Dunnett post-hoc test to compare all treatment groups to DMSO. *p<0.05, **p<0.01, ****p<0.0001.

**
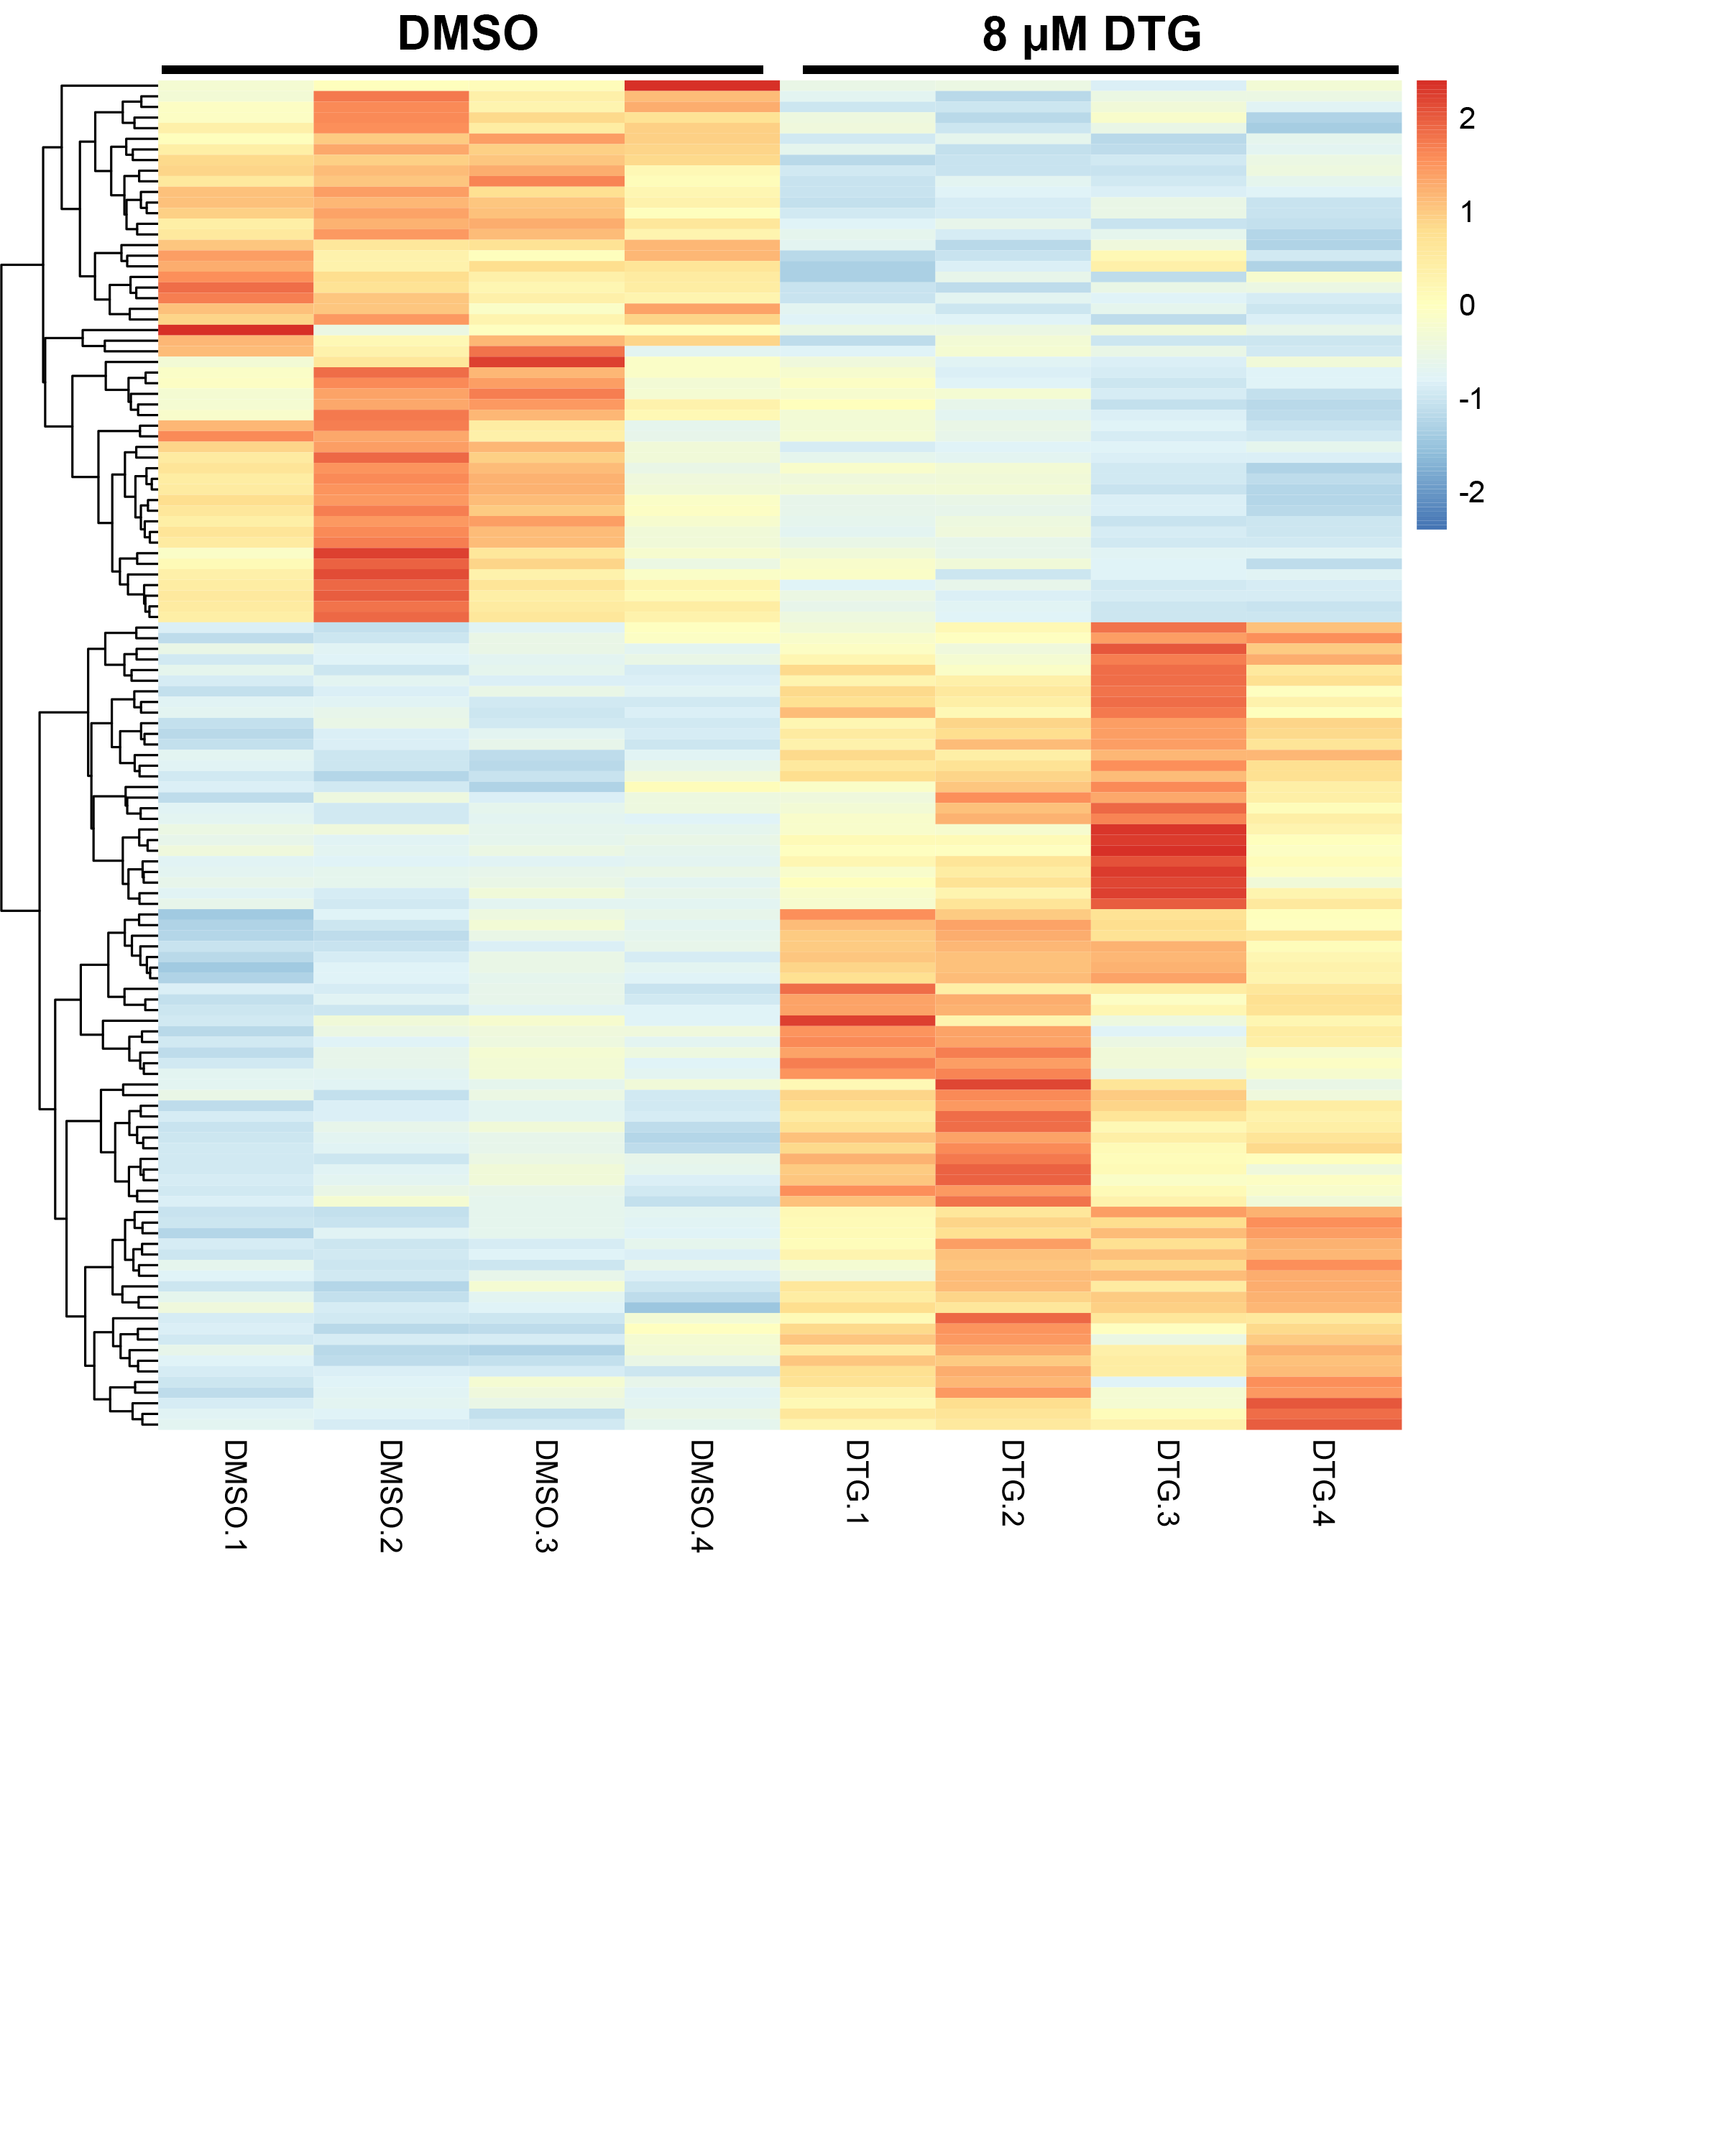
**

**Supplemental Figure 4. DTG shifts gene expression profile in differentiating OLs.** Heat map of all differentially expressed genes in DMSO-treated vs. 8 µM DTG-treated differentiating OLs, showing shifts in gene expression.

**
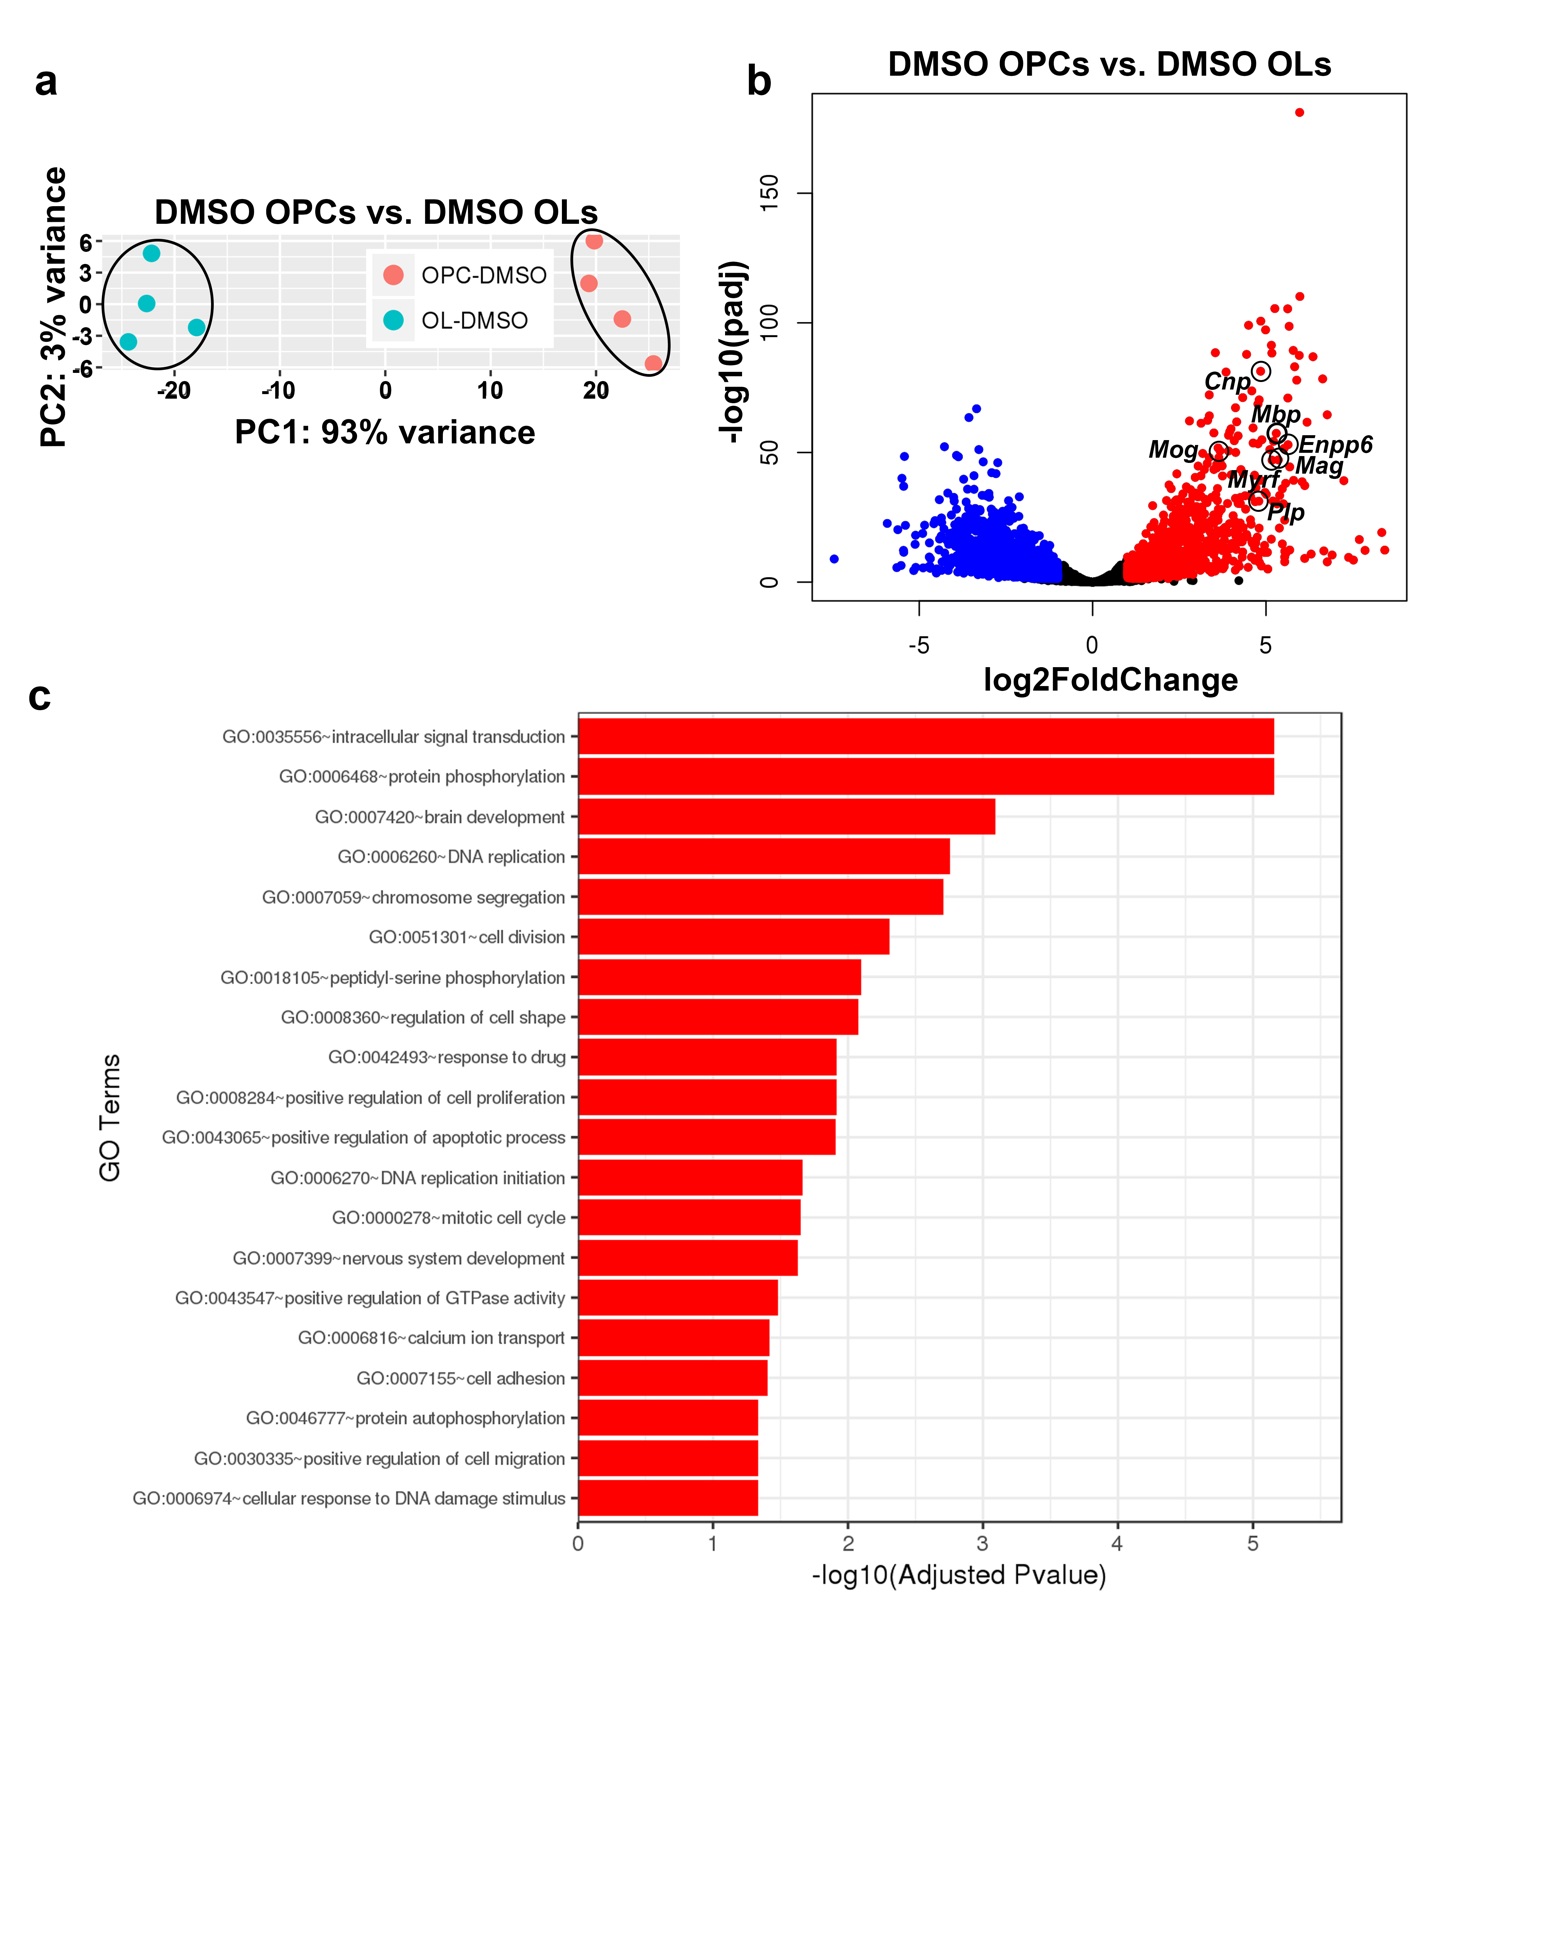
Supplemental Figure 5. OLs undergo significant gene expression changes during differentiation from OPCs. a)** Principle components (PC) plot of variance between DMSO-treated OPCs and DMSO-treated OLs from bulk RNA sequencing, showing clustering of groups, n = 4/group. **b)** Volcano plot of gene expression in OLs vs. OPCs, where red indicates significantly upregulated genes and blue indicates significantly downregulated genes. Myelin-related genes of interest are labeled. **c)** Significantly altered gene ontology (GO) categories in OLs vs. OPCs.

**
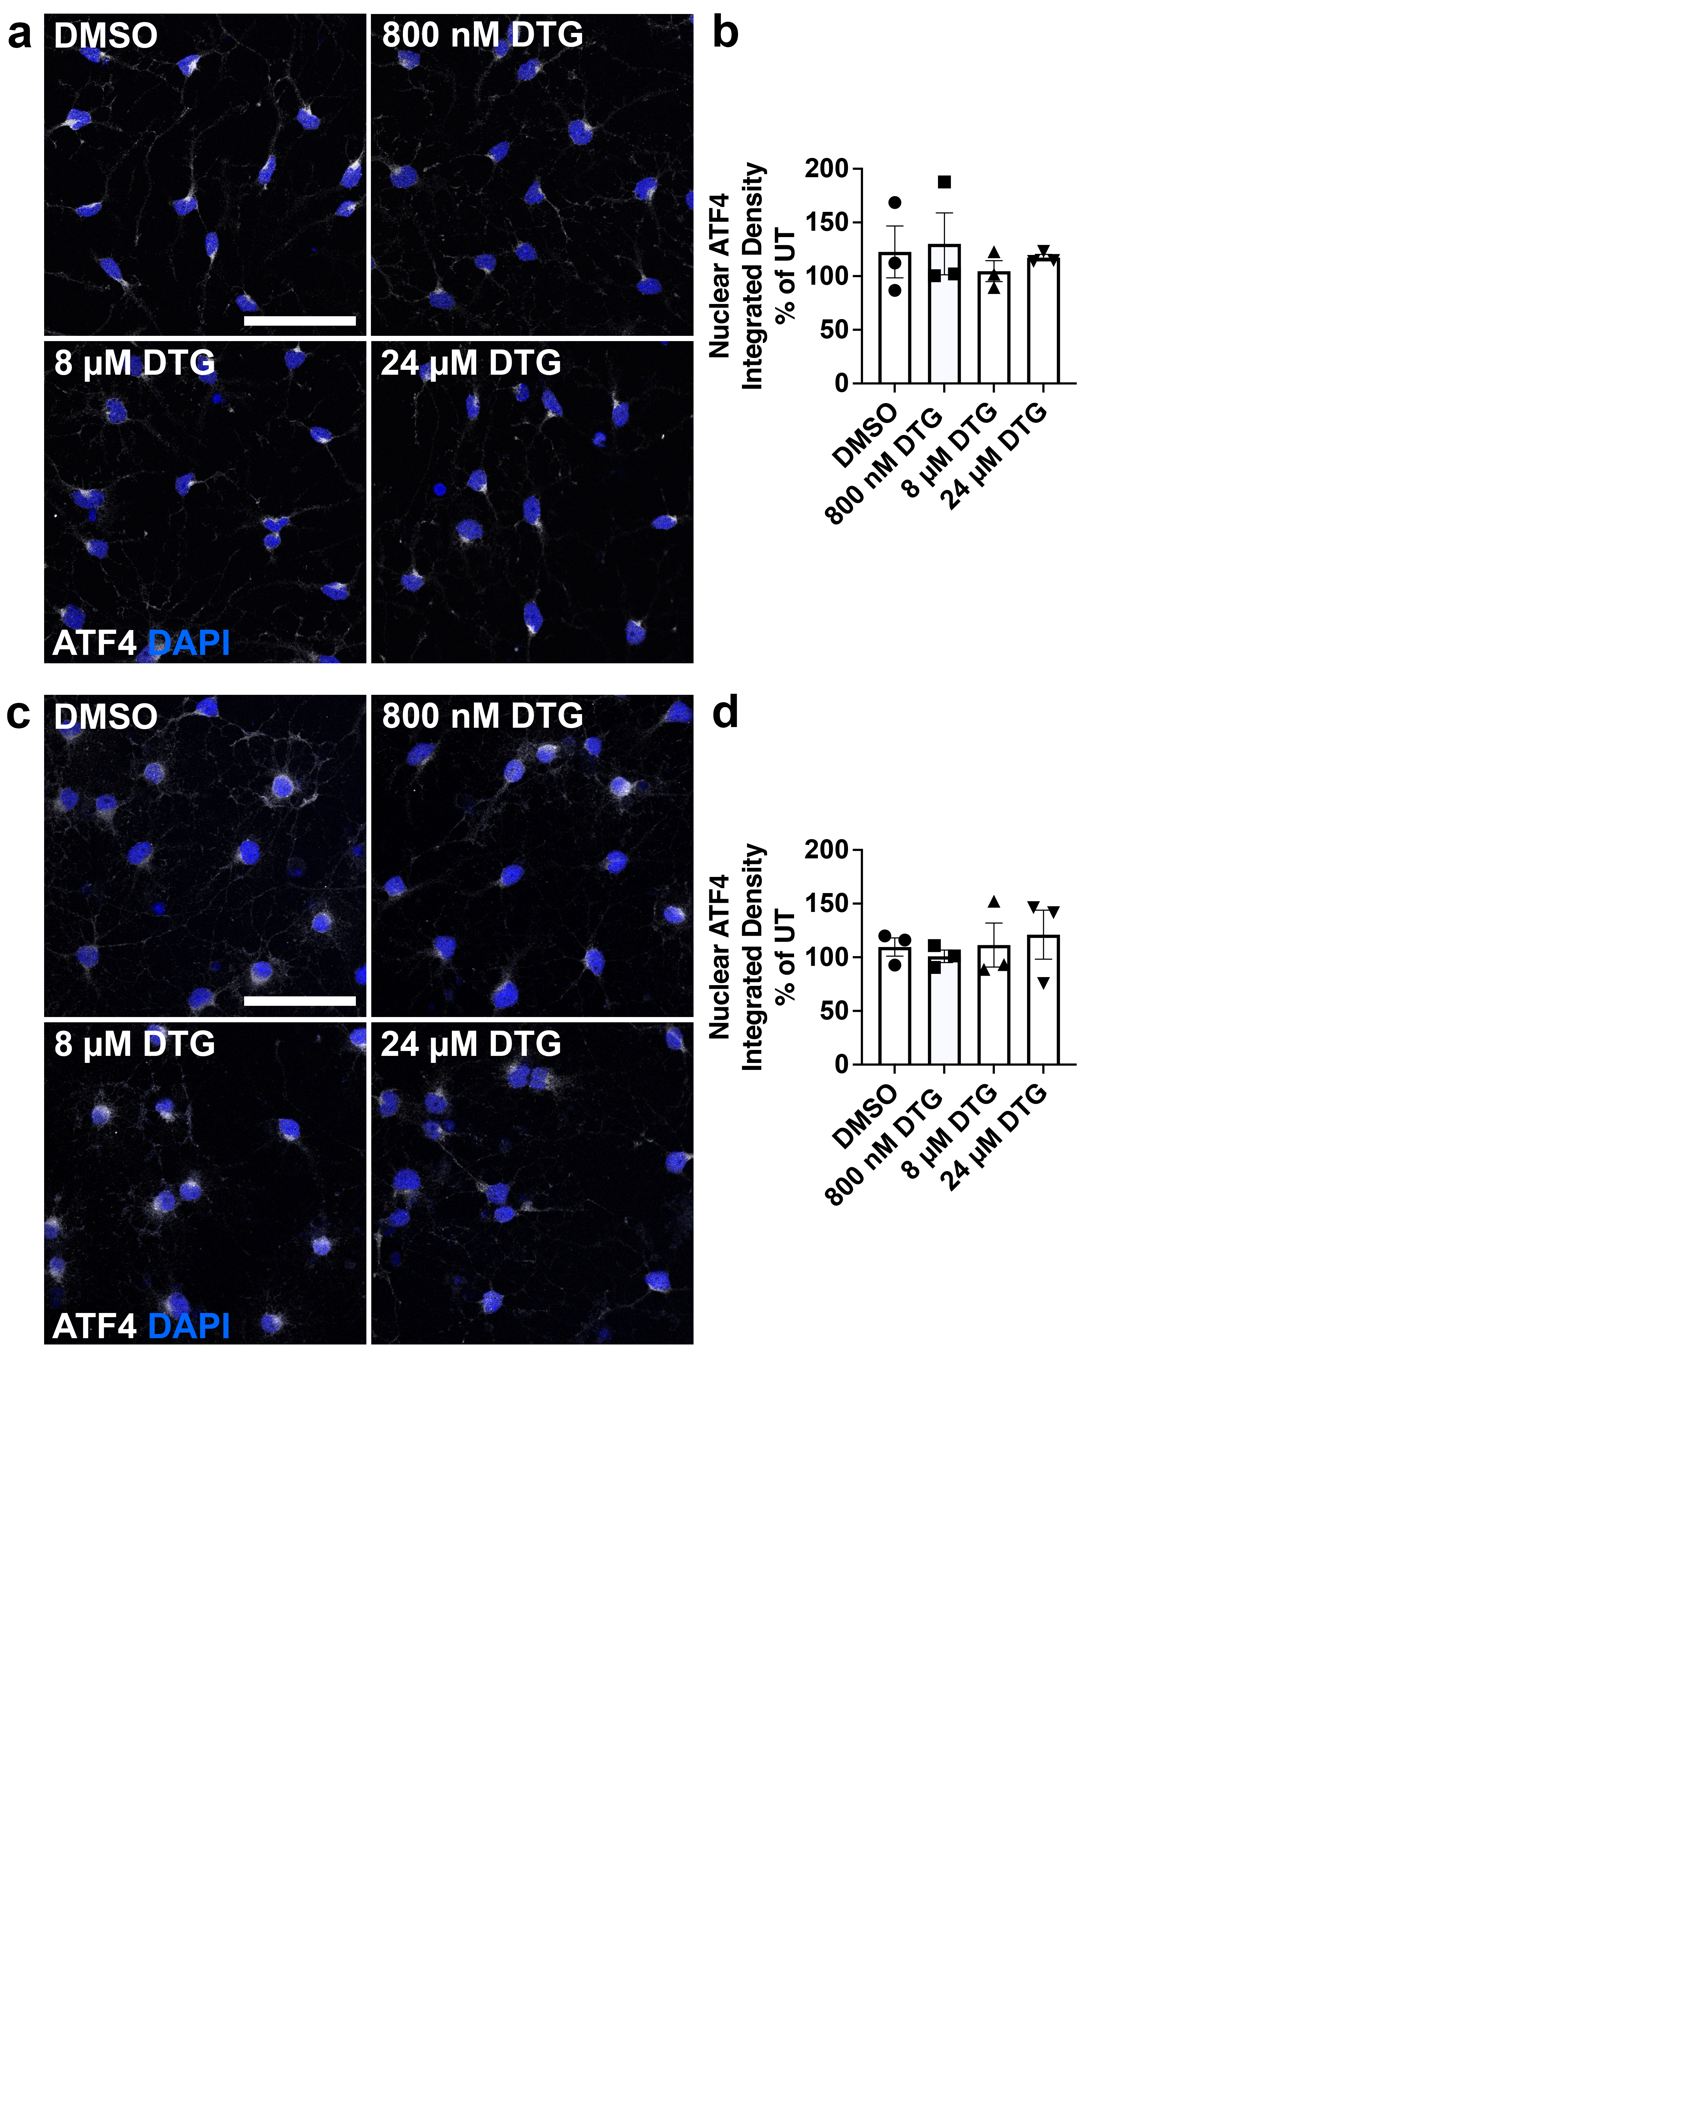
Supplemental Figure 6. Exposure to DTG during either proliferation or differentiation does not activate the ISR in differentiating OLs. a)** Representative images of OPCs after proliferation treatment for 24 hours with DTG (800 nM, 8 µM, or 24 µM) and immunostained for ATF4 (white) and DAPI (blue). Scale bar = 50 µm. Quantification of the integrated density of nuclear ATF4 **(b)** shows unchanged nuclear ATF4 in OPCs after proliferation exposure to all doses of DTG, n = 3/group. **c)** Representative images of differentiated OLs after differentiation treatment with DTG (800 nM, 8 µM, or 24 µM) and immunostained for ATF4 (white) and DAPI (blue). Scale bar = 50 µm. Quantification of the integrated density of nuclear ATF4 **(d)** shows unchanged nuclear ATF4 in differentiated OLs after differentiation exposure to all doses of DTG, n = 3/group. One-way ANOVA with Dunnett post-hoc test to compare all treatment groups to DMSO.

How the deposited data were processed for this re-analysis (not part of the article)

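RNA of primary rat OPCs and OLs was sequenced in 6 conditions, untreated, DMSO-treated and DTG-treated OPCs and untreated, DMSO-treated and DTG-treated OLs, with 4 libraries in each. According to the paper, the authors enriched poly(A) transcripts, trimmed the reads, aligned them with STAR and counted uniquely mapped reads within exons with featureCounts. The authors deposited these counts per gene and library, as whole numbers without normalization, with the counts of 92 ERCC transcripts in the same files. The replicates were not pooled. The paper's normalized counts in Online Resource 1 are the deposited counts times 1 factor per library.

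Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each comparison used only the libraries of its groups. ERCC counts were left out, low counts were removed with filterByExpr, libraries were scaled with TMM, and a quasi-likelihood F test was applied without covariates. P-values were adjusted with the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p-value under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper. The difference in the response to DTG between OLs and OPCs was tested as an interaction over 16 libraries. Principal components were computed from log2 CPM with a prior count of 2. Gene sets were tested with camera at an inter-gene correlation of 0.01 where at least 80% of their members could be named, which left the cell cycle genes and the 16 transcripts of the ISR-related categories of 23 sets. Comparisons of single values used two-sided exact permutation tests.

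The genes named in the text were set by a rule. It covers every gene named in the paper's results and the figures on sequencing, every gene of Online Resource 2, the genes of the sets, and per comparison the 5 largest rises and the 5 largest falls among genes past the thresholds with a mean log2 CPM above 0 and 1 direction in every pair. Other genes are marked as chosen after their values were seen. Pgk1, the reference gene of the qRT-PCR, has no identifier in the tables that pair identifiers with symbols and was not analysed here. The tests, the rule and the alternatives were set before the data were examined, except where the text says otherwise.

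The paper states that replicates are cultures from independent litters, so libraries with the same replicate number share a litter. This pairing was checked on the deviations of libraries from their group means. The correlation across genes between same-numbered DMSO-treated and DTG-treated OLs was 0.42, 0.43, 0.39 and 0.02, and in OPCs it was 0.69, -0.09, 0.56 and 0.82. Library names carry dates, and replicates 2 and 3 share 1 date.

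Alternatives were DESeq2's Wald test, DESeq2's size factors in edgeR, TMM without mitochondrial genes, a robust legacy fit, other filters on low counts, no minimum fold change, all 24 libraries in 1 fit, the replicate number as a block, scaling to ERCC counts and leaving out each library in turn. The tests were also run on simulated data with known changes. In simulated differentiation, 83.2% of 197 changed genes among 12866 were recovered, and in the simulated interaction 29.6% of 199 among 13497. The spread of the simulated interaction held the difference between OPCs and OLs, so its shares do not describe the real libraries. With a simulated litter effect of SD 0.5 on the log2 scale, the test without a block recovered 48.7% and the test with a block 88.1% of 193 changed genes among 12547 in OLs. In OPCs these shares were 34.7% and 66.8% of 196 among 13094. The SD was a set value, added to a spread that already held the real litter differences. Shares with this litter effect therefore do not give the recovery in the real libraries. Depth limits weakly expressed genes most, as counting error grows with fewer counts. Enrichment of GO categories was not computed here, and the qRT-PCR, protein and cell count experiments were not analysed here.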

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

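The tests of the mitochondrial transcripts, of the OL DTG libraries shared between comparisons and of the amount of RNA that Trib3 or Atf4 would need were chosen only after the results were seen. Among 72 combinations of a group of 4 libraries and a measure, 4 held a library far from the other 3, where chance gives about 1 in 20.

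In DTG-treated OLs, 4.62% ± 0.787 of the counts fell on mitochondrially encoded genes, against 2.33% ± 0.21 in DMSO-treated OLs, a rise of 2.30 percentage points in 4 of 4 pairs (two-sided exact permutation test, p = 0.0286, the smallest that the design allows). The paper lists several of these transcripts and does not report their share. Of 15 mitochondrial genes over 200 bases, 15 rose and 6 passed the thresholds, with a median log2 fold change of 0.93. The lowest were 0.065 and 0.071, the next was 0.447 with a standard error of 0.20, and the highest was 1.68 with a standard error of 0.19. A single factor for all mitochondrial RNA is therefore excluded as the whole cause, also when the lowest 2 genes are set aside. The counts carry no gene type, so messenger and ribosomal RNA were not told apart. Scaling to ERCC counts gave a median of 1.49 against a shift of 0.59 for all genes, which argues against scaling. The counts hold no tail lengths, so an effect of DTG and a change in the selection of transcripts by their poly(A) tails cannot be told apart. In OPCs the difference was 1.05 percentage points, in 4 of 4 pairs (two-sided exact permutation test, p = 0.257, and sign-flip test of the 4 pairs, p = 0.125).

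In DTG-treated against untreated OLs, a comparison that the paper's results do not describe, 33 of 11909 genes were called, 24 higher and 9 lower, with log2 fold changes of 4.81 for Trib3 and 3.95 for Gdf15. Of these, 26 were also called against DMSO-treated OLs. Both comparisons share the DTG-treated libraries, but in 20 simulated draws without an effect the mean number called against both controls was 0.05. These draws hold no changed gene, so they cannot show how far the sharing raises the overlap where genes do change. Across genes the log2 fold changes against both controls correlated at 0.547, and these draws gave 0.474 to 0.522. In 2 of the 35 splits of the 8 libraries, at least 33 genes were called. The other split set replicates 2 and 3, which share a date, against 1 and 4 and called 140 genes. With the replicate number as a block, 107 genes were called with DTG, and none of the other splits that part all 4 pairs called a gene. The count fell to 5 without replicate 1 of the DTG-treated OLs.

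The response to DTG differed between OLs and OPCs in 5 genes in a fit with the replicate number as a block within each stage, which was added after the data were seen. These genes, chosen after their values were seen, were Gdf15 (difference of log2 fold changes 3.08), Txnip (-2.31), Arpc1b (-1.17), Ifi27l2b (3.04) and Eif4ebp1 (2.14). With the replicate block set before the data were examined, 0 genes were called and 614 had an unadjusted p-value under 0.05. Without a block, 0 genes were called and 368 had an unadjusted p-value under 0.05. With 0 genes called there, 100 of 100 draws of the labels gave as many, which holds for any draw. In that fit, 9 of the draws called a gene, up to 423 genes, and 49 gave as many unadjusted p-values under 0.05. No further explanation was tested for the 5 genes.

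In replicate 4 of the DMSO-treated OPCs, Trib3 was at 1.12 CPM, against 0.452 to 0.511 CPM in the other libraries. It had 16 counts and the others 6 to 8. The lower 95% Poisson limit was 0.64 CPM and the highest upper limit of the others 1.05, so the limits overlap and counting noise cannot be told apart from a difference. RNA of DTG-treated cells cannot be told apart either. Trib3 would need 2.7% of RNA of DTG-treated OLs, which would give 13 other ISR genes a median log2 difference of 0.05, too small to tell from none, and the observed median was 0.04, with 7 of them higher.

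In replicate 4 of the untreated OLs, Atf4 was at 235 CPM, against 120.8 to 140.2 CPM in the other libraries. RNA of DTG-treated cells is argued against by a log2 difference of 0.17 for Gdf15. Atf4 would need 56.4% of such RNA, which would give Trib3 a log2 difference of 3.96, and the observed value was 0.06. A stress response in that dish or litter stays open, since 10 of 13 other ISR genes were higher, by a median of 0.15. Without this library, 15 genes were called in DTG-treated against untreated OLs.

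Y-chromosome genes were at 126.1 CPM in replicate 3 of the untreated OPCs, against 15.4 to 33.4 in the other untreated OPCs. Its file uses another gene annotation, but over the 10 Y-chromosome genes in both annotations it was at 125.7 and the highest other library at 29.7. The DMSO-treated OPCs of the same replicate number were at 110.1 CPM. In OLs, replicate 3 was also the highest but was set less far apart. It was at 31.2 CPM against 13.4 to 28.4 in untreated OLs. With DMSO it was at 38.3 against 9.9 to 27.6, and with DTG at 34.9 against 15.9 to 23.9. A difference in the share of male cells between litters stays open and was not tested further.

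In replicate 4 of the DTG-treated OPCs, 16930 genes had at least 1 count, against 17317 to 17362 in the other libraries. Its 16535168 gene counts were the highest of that group, so depth does not account for it. Replicate 4 also had the fewest such genes in the untreated (16739) and DMSO-treated OPCs (16655), so a difference between litters stays open and was not tested further.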

How the results depend on the processing

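The fits with ERCC scaling for counts of genes, DESeq2 with a replicate block or with ERCC counts kept, the length trend removed, shared identifiers, the block within each stage, the block without replicate 2, and fry with a block were chosen only after the results were seen.

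The number of genes called in DTG-treated against DMSO-treated OLs was 74. It was 112 with no minimum fold change, 128 with DESeq2's Wald test, 129 with ERCC counts kept in DESeq2, 139 with DESeq2 and a replicate block, 173 with the replicate block in edgeR, 171 with that block and the exonic length trend removed, 39 with all 24 libraries in 1 fit and 19 with ERCC scaling. Across the 8 fits that each left out 1 library it ranged from 28, without replicate 2 of the DMSO-treated OLs, to 94, without replicate 1 of the DTG-treated OLs. Calls were 63.5% higher genes with TMM and 100% with ERCC scaling, which called 18 higher and 6 lower genes without replicate 3 of the DMSO-treated OLs.

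In differentiation, 4245 genes were called, 6941 with no minimum fold change and 6979 with ERCC scaling, and from 3717 to 5278 when 1 library was left out. Calls were 43.1% higher genes with TMM, and 278 of the 6979 were higher with ERCC scaling.

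In DTG-treated against untreated OLs, 33 genes were called, 107 with the replicate block, with DESeq2's Wald test and with ERCC counts kept in DESeq2, 161 with DESeq2 and the block, 98 with the block and the length trend removed, and 53 with all 24 libraries in 1 fit. ERCC scaling gave 7 higher and 16 lower genes against 24 and 9. The count ranged from 5, without replicate 1 of the DTG-treated OLs, to 39, without replicate 3 of the untreated OLs. It was 11, 6 and 18 without replicates 2, 3 and 4 of the DTG-treated OLs and 6, 7 and 15 without replicates 1, 2 and 4 of the untreated OLs.

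In DMSO-treated against untreated OLs, 0 genes were called (891 with an unadjusted p-value under 0.05), and 66, all lower, with ERCC scaling, which shifted the median of all genes to -0.50. DESeq2 with a replicate block called 3 genes there and 3 in DMSO-treated against untreated OPCs, where the edgeR test called 0 (73 with an unadjusted p-value under 0.05). In DTG-treated OPCs the replicate block called 0 genes (871 with an unadjusted p-value under 0.05), and the block without replicate 2 called 1. The interaction test called 4 genes with DESeq2's Wald test and 5 with a block within each stage, against 0 without a block. With the replicate block set before the data were examined it also called 0.

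Of the genes called with DTG, 38 were not called in differentiation, 75 with the replicate block, and from 18 to 43 when 1 replicate number was left out. The count was 18 without replicate 2, 19 without replicate 3 and 18 without replicate 4. The Pearson correlation across genes with the change in differentiation of untreated cells ranged from -0.198 to -0.037 when 1 replicate number was left out. It was -0.037 without replicate 4, where Spearman's rho was 0.018. With DMSO-treated OLs against DMSO-treated OPCs, which share libraries with the DTG comparison, the Pearson correlation was -0.233. Of the 2 gene sets called in OLs, 1 remained with fry, 2 with fry and the replicate block, and 1 with an estimated correlation. In OPCs 0 of the planned sets were called, 1 with the replicate block, and from 0 to 2 when a replicate number was left out, 2 without replicate 2. PC1 of OLs held 60.8% of the variance after replicate means were removed, a step after which permuting all labels gives no valid p-value.

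ERCC scaling moved the median of all genes by 0.38 in OPCs with DTG and by -1.52 in differentiation. This shift of all genes accounts for the change of sign of Cebpb in OPCs to 0.15 and of Atf4 in differentiation to -1.30, which say nothing about these 2 genes. Over the counts and part of the named genes, DESeq2's size factors left 80 results on the same side of their threshold. ERCC scaling left 37 the same, with 25 weaker and 1 stronger. The replicate block left 68 the same, with 11 stronger and 1 weaker, and 3 of the 111 genes that the paper lists for OLs passed with it in OPCs when adjusted over the list alone, against 0. DESeq2's Wald test left 59 the same, with 15 stronger. The share of mitochondrial counts in OLs rose by 1.94 to 2.52 percentage points when 1 library was left out, and in OPCs by 0.572 to 1.47. For the other changes the cause was not tested. The planned restriction to 13 protein-coding mitochondrial genes could not be run, since the counts carry no gene type. Low counts limit the precision of Trib3 in OPCs.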

Differences from the paper's values

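None of the values below rests on a test chosen only after the result was seen, except where stated.

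The paper reports 127 differentially expressed genes in DTG-treated OLs, and 74 were called here. Among the alternatives set before the data were examined, DESeq2's Wald test gave 128, the replicate block 173, no filter on low counts 98, no minimum fold change 112, and leaving out replicate 1 of the DTG-treated OLs 94, all within 1.5 times the paper's value. The robust legacy fit (72), DESeq2's size factors (74), TMM without mitochondrial genes (74), the filter of 10 counts (60), all 24 libraries in 1 fit (39) and the other fits without 1 library did not close the gap. Of the fits added after the values were seen, DESeq2 with ERCC counts kept (129), DESeq2 with the replicate block (139) and the block with the length trend removed (171) did.

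The paper's count of genes raised above their rise in differentiation is 14, and 8 were found here. It was 14 with DESeq2's Wald test, 17 with the replicate block, 10 where unchanged means an adjusted p-value of 0.05 or more and 13 without replicate 1, while the other alternatives set before the data were examined gave 3 to 8. The paper's count of genes lowered below their fall in differentiation is 1, and 0 were found here. DESeq2's Wald test gave 1, and none of the other alternatives did, with 2 from the replicate block.

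The paper names Cebpb, Mbp and Enpp6 as changed with DTG, and lists Hmox1. These 4 were not called by edgeR's quasi-likelihood test, with log2 fold changes of 1.29, -1.40, -1.09 and 1.17. Each was called with the replicate block and with DESeq2's Wald test, which is the method that the paper names. Mog was called without a block and not with it. The paper's tallies of GO hits are 36 distinct transcripts, 18 unique, 9 raised above differentiation and 24 hits in the ISR-related categories. Counting in Online Resources 2 and 5 gave 35, 21, 7 and 26.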

Other observations

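The tests of the genes listed for OLs in OPCs, of replicate 2 of the DTG-treated OPCs, of exonic length, of mitochondrial genes in OPCs and of the annotation were chosen only after the results were seen.

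For the 8 libraries of each comparison, all 35 splits into 4 against 4 were fitted. In DTG-treated against DMSO-treated OLs, 1 of 35 splits, the real one, called as many genes, and the next called 60 and followed the library dates. With the replicate block, 1 of the 8 splits that part all 4 pairs called as many genes, where the smallest possible share is 1 of 8, and the others called 0. In differentiation it was 1 of 35. In DMSO-treated against untreated OLs, in DMSO-treated against untreated OPCs and in DTG-treated against DMSO-treated OPCs, where 0 genes were called, it was 35 of 35 each, and other splits called up to 36, 910 and 1197 genes. As many genes outside the differentiation list were called in 1 of 35 splits, as many gene sets in 12 of 35 for OLs and 35 of 35 for OPCs, and a correlation with differentiation as far from 0 in 20 of 35. The 171 genes called with the block after the exonic length trend was removed argue against length bias as the cause of the change in OLs.

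ERCC scaling left fewer genes in OLs. Replicate 3 of the DMSO-treated OLs had the highest ERCC share, 7.19% of its counts. Without it the median log2 fold change of all genes under ERCC scaling was 0.23 against 0.59 with it. Whether this library or a difference in RNA content is the source cannot be told apart with 4 libraries per group. The ERCC share differed by -1.35 percentage points between the treatments (two-sided exact permutation test, p = 0.314), and by -0.35 without that library (two-sided exact permutation test, p = 0.629).

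The 111 genes listed by the paper for OLs and tested in OPCs moved in their OL direction in 75.7% of cases, and 3 of 35 splits gave a mean as large. For the 66 of the 74 genes called here, the mean was 0.307 and 1 of 35 splits gave as large a value. Between DMSO-treated and untreated OPCs the mean was 0.008. The changes with DTG in OLs and in OPCs also correlated across 12371 genes (r = 0.323, as large in 4 of 35 splits). For the log2 fold changes of the 12260 genes outside the paper's 127, r was 0.318. The shared direction is therefore not limited to the list. Genes listed as lower moved down by a mean of 0.167 in OPCs, with a mean as large in 3 of 35 splits. Against untreated OPCs they moved down by 0.065, with a mean as large in 18 of 35 splits. A shift of all genes that raised the genes listed as higher would move them up. These values are too close to the spread of the splits to exclude such a shift. Without mitochondrial genes the mean of the list was 0.181. RNA of DTG-treated OLs in the OPC libraries is argued against: the Trib3 rise would need 4.4% of such RNA and give 100 OL genes a median of 0.565, and the observed median was -0.21. An early response of OPCs to DTG may be a candidate explanation. Mitochondrial genes changed in OPCs along the pattern in OLs (r = 0.904 across 23 genes, which are not independent replicates), with a correlation as large in 3 of 35 splits and a slope as large in 1 of 35. Splits that do not follow DTG had a median absolute correlation of 0.586, so a pattern along which mitochondrial counts vary between any libraries stays open.

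Replicate 2 of the DTG-treated OPCs departed from the other replicate 2 libraries. Across all genes its deviations correlated at 0.77, 0.48 and 0.39 with replicate 3 of the DMSO-treated, untreated and DTG-treated OPCs, against -0.09 and -0.17 with replicate 2 of the DMSO-treated and untreated OPCs, which goes with RNA of replicate 3. Over the genes that mark the litters in OLs, its correlation was 0.53 with the number 2 profile and -0.06 with the number 3 profile. The other OPC libraries of replicate 3 had 0.47 to 0.53 with the number 3 profile, and the mixture that the Y-chromosome counts would need, with 64% of replicate 3, would give 0.35 and 0.49. This argues against a wrong replicate number and against such a mixture, and what this library shares with replicate 3 stays open. Its 15758613 gene counts lay inside the range of the other OPC libraries. Its Y-chromosome counts were at 71.3 CPM, so dishes of 1 litter with different shares of male cells may be a candidate explanation. The OPC libraries come from 4 litters, too few for a correlation of the splits' calls with the male share, or with depth, for which the same 4 litters apply. With the Y-chromosome share as a covariate, 0 genes were called in OPCs and 96 had an unadjusted p-value under 0.05, and 35 of 100 permuted covariates gave as many.

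In replicate 3 of untreated OLs, 4.38% of genes lay beyond 2 on the log2 scale from the DMSO-treated library of the same number, and 4.24% in OPCs, against 0.31% or less in the other replicates. Another annotation or genome build in those 2 files fits this. Genes of equal exonic length were no less affected (5.68% in OLs), but an equal length does not show that reads were mapped alike, so this does not count against it. Comparisons with untreated cells carry this limit.

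Cell cycle genes fell in OLs with DTG by a median log2 fold change of -0.44 (adjusted p = 1.43e-06 from camera), which held with neither fry (adjusted p = 0.135) nor an estimated correlation (adjusted p = 0.201), and held with fry and the replicate block, added after the values were seen (adjusted p = 0.0274). The added set of mitochondrial genes had a median of 0.83 in OLs (adjusted p = 6.64e-21 from camera, 0.00284 from fry and 0.0136 with an estimated correlation). In OPCs its median was 0.24 (adjusted p = 0.0121 from camera, 0.000183 from camera with the replicate block). It passed there with neither fry (adjusted p = 0.719) nor an estimated correlation (adjusted p = 0.580).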
